# Loss of heterochromatin and retrotransposon silencing as determinants in oocyte aging

**DOI:** 10.1111/acel.13568

**Published:** 2022-02-15

**Authors:** Peera Wasserzug‐Pash, Rachel Rothman, Eli Reich, Lital Zecharyahu, Oshrat Schonberger, Yifat Weiss, Naama Srebnik, Yaara Cohen‐Hadad, Amir Weintraub, Ido Ben‐Ami, Hananel Holzer, Michael Klutstein

**Keywords:** epigenetic aging, heterochromatin, meiosis, oocytes, reproductive aging, retrotransposons

## Abstract

Mammalian oocyte quality reduces with age. We show that prior to the occurrence of significant aneuploidy (9M in mouse), heterochromatin histone marks are lost, and oocyte maturation is impaired. This loss occurs in both constitutive and facultative heterochromatin marks but not in euchromatic active marks. We show that heterochromatin loss with age also occurs in human prophase I‐arrested oocytes. Moreover, heterochromatin loss is accompanied in mouse oocytes by an increase in RNA processing and associated with an elevation in L1 and IAP retrotransposon expression and in DNA damage and DNA repair proteins nuclear localization. Artificial inhibition of the heterochromatin machinery in young oocytes causes an elevation in retrotransposon expression and oocyte maturation defects. Inhibiting retrotransposon reverse‐transcriptase through azidothymidine (AZT) treatment in older oocytes partially rescues their maturation defects and activity of the DNA repair machinery. Moreover, activating the heterochromatin machinery via treatment with the SIRT1 activating molecule SRT‐1720, or overexpression of Sirt1 or Ezh2 via plasmid electroporation into older oocytes causes an upregulation in constitutive heterochromatin, downregulation of retrotransposon expression, and elevated maturation rates. Collectively, our work demonstrates a significant process in oocyte aging, characterized by the loss of heterochromatin‐associated chromatin marks and activation of specific retrotransposons, which cause DNA damage and impair oocyte maturation.

## 1 INTRODUCTION

Reproductive aging is defined as the age‐related loss of fertility due to increasing damage to the reproductive and other systems. Oocytes themselves accumulate damage in an age‐related manner (Igarashi et al., 2015; Miao et al., 2009) and deteriorate to the point where they are non‐functional. In human, females this occurs at a relatively early age, before the onset of aging in other organs and tissues. In our era of increased rate of delayed childbearing, it is becoming crucial to understand the mechanisms underlying the compromised quality of oocytes with age.

Aging is systemic multifactorial process that is hard to define by a single time point or aspect. Reproductive aging, likewise, happens gradually and affects multiple aspects of oocyte function. A well‐studied example of such an aspect is the rise with age of aneuploid oocytes (Hassold & Hunt, 2001; Nagaoka et al., 2012). One of the causes for this is due to precocious sister chromatid separation and resulting non‐disjunction (Gruhn et al., 2019). This occurs because of a decrease in sister chromatid cohesion due to the loss and inability to re‐load Cohesin complexes containing Rec8 on chromosomes (Burkhardt et al., 2016; Gruhn et al., 2019; Hodges et al., 2005; Lister et al., 2010; Revenkova et al., 2010). Despite the study of this important mechanism, it is clear that additional factors contribute to oocyte aging. The decrease in number of mature oocytes retrieved from ovaries occurs before the onset of aneuploidy and is one example of these additional factors. Overall, female fertility itself is in decline much before chromosome non‐disjunction is observed in oocytes (Merriman et al., 2012). For deeper understanding of this aging process, it will be of importance to identify more factors that contribute to this aging process, and to map the effect of the different factors with time.

Changes in epigenetic regulation of gene expression and chromosome structure have been recognized as contributors to aging, and epigenetic changes during aging have been listed among the "hallmarks of aging" (Lopez‐Otin et al., 2013). The loss of heterochromatin histone marks has been associated with the aging process in many systems and tissues (Djeghloul et al., 2016; Jeon et al., 2018; Keenan et al., 2020; Zhang et al., 2015). It was shown that epigenetic changes occur in mouse oocytes of advanced maternal age (Manosalva & Gonzalez, 2010; Marshall et al., 2018; Vazquez et al., 2020; Yue et al., 2012), at ages where aneuploidy is considerable. However, the mechanisms that are altered by these changes, and the ways they affect the different aspects of oocyte aging are yet to be explored. The consequences of heterochromatin de‐regulation in aging may be related to the activated transcription of transposable elements (TE) in the genome, and their subsequent effect on genome stability and cellular integrity. This was shown to occur in several organisms and systems (Chen et al., 2016; De Cecco et al., 2013; Dennis et al., 2012; Patterson et al., 2015; Tarallo et al., 2012). Currently, it is unclear whether TE are activated in older oocytes, and whether, and when exactly, TE expression is involved in oocyte aging and epigenetics.

In this work, we study the role of heterochromatin loss in the aging of oocytes. We show that heterochromatin loss in oocytes can be detected at an age of 9 months in mice, when low aneuploidy rates are present, but a decrease in oocyte quality is evident, as previously reported. (Merriman et al., 2012, Figure 1). We show that these changes are characterized by the loss of repressive histone marks, elevation of specific retrotransposon mRNA transcription, elevated processing of repeated sequences and retrotransposons, and increased activation of the DNA repair machinery. Treatment of oocytes with chemical compounds that inhibit heterochromatin formation can mimic the effect of aging and cause a decrease in oocyte maturation rates and elevation in L1 retrotransposon activity and DNA damage. Importantly, we find that the effect of heterochromatin loss and L1 retrotransposon activity on oocyte maturation with age is partially reversible through treatment of oocytes with AZT, a SIRT1 activating molecule—SRT‐1720, or overexpression of Sirt1 or Ezh2 in older oocytes. Treatment with AZT does not prevent epigenetic failure in older oocytes while the other interventions do. This fact demonstrates that the epigenetic effect is upstream to retrotransposon activation at this stage of the aging process.

**FIGURE 1:**
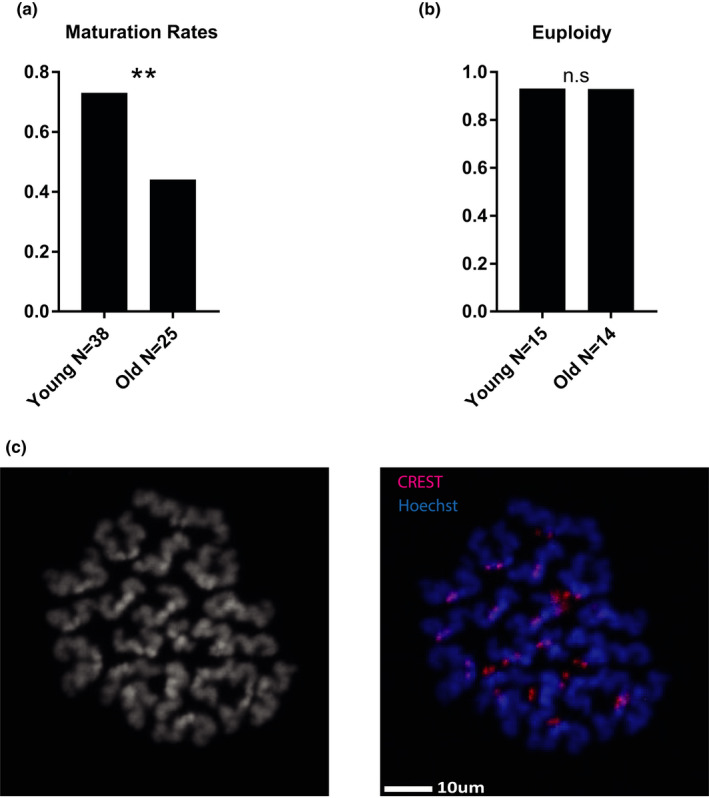
9‐month‐old oocytes show maturation defects but are not uneuploid: (a) In vitro maturation outcomes of naïve young (2‐month‐old) and old (9‐month‐old) oocytes, collected at Prophase I arrest and released simultaneously to meiosis. Oocytes were fixed and stained for DNA to assess entry into MII (Z test for 2 proportions *p* = 0.00135, animals used for this experiment *N*_young_ = 3, *N*_old_ = 3), see Methods Appendix S1 (b) Young (2‐month‐old) and old (9‐month‐old) oocytes chromosomes were spread at prophase of MII. Sister chromatid pairs were counted for each cell to assess ploidy. (Z test *p* = 0.554, animal used for experiment *N*_young_ = 3, *N*_old_ = 4) (c) Representative image of metaphase II chromosome spread, with and without CREST staining

## 2 RESULTS

In order to investigate the status of heterochromatin histone marks in oocytes at an age before the onset of aneuploidy, we compared the levels of specific epigenetic markers by immunofluorescence (IF) in prophase I‐arrested oocytes of unstimulated (i.e., not super‐ovulated) 2‐month‐old (young) and 9‐month‐old (old) mouse females. According to previous studies (Koehler et al., 2006; Manosalva & Gonzalez, 2010; Merriman et al., 2012), mouse oocyte aneuploidy at the age of 9 months is low and not significantly different than in young mice. However, other fertility associated traits such as the level of oocyte maturation at 9 months by IVM (in vitro maturation), number of oocytes found in the oviduct after superovulation and fecundity are already markedly reduced. The mouse strain we use (RCC‐C57BL/6JHsd, see methods) in the present study shows consistent findings with this decline in maturation rates that were 27% lower in old compared with young mice, and aneuploidy rates, which were identical between both age groups (Figure 1a–c). We then proceeded to immunostaining of the oocytes for constitutive heterochromatin markers H3K9me2 and HP1γ. Both markers' levels decrease significantly with age when assessed by in situ immunofluorescent staining (Figure 2a,b, see methods for further details). In addition, the level of the facultative heterochromatin mark H3K27me3 also reduces with age when assessed by in situ immunofluorescent staining (Figure 2c).

**FIGURE 2:**
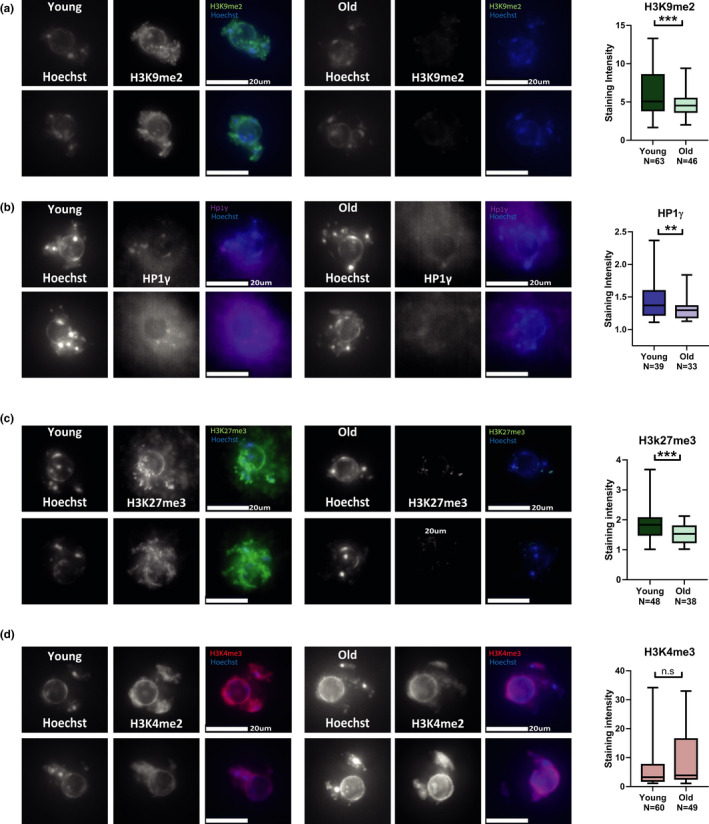
9‐month‐old oocytes lose heterochromatin marks: (a–d) In situ staining images and staining intensity analysis for chromatin marks and proteins in oocytes from young (2‐month‐old) and old (9‐month‐old) females. Oocytes were stained and imaged during prophase I arrest by in situ immunofluorescence (see Methods). Intensity of staining was quantified for each image, and statistical analysis was performed on the numerical values (see Methods). Constitutive heterochromatin marks and proteins were measured by staining for (a) H3K9me2 (*t* test *p* < 0.0001, animals used for experiment *N*_young_ = 4, *N*_old_ = 4) and (b) HP1γ (*t* test *p* = 0.0146, animals used for experiment *N*_young_ = 3, *N*_old_ = 3). (c) To examine facultative heterochromatin oocyte were stained and imaged for H3K27me3(*t* test *p* = 0.0005, animals used for experiment *N*_young_ = 3, *N*_old_ = 5) (d) Euchromatin staining was performed by staining for the marker H3K4me3 (*t* test *p* = 0.657, animals used for experiment *N*_young_ = 3, *N*_old_ = 6) (e–f)

Prophase I oocytes in mice and human have two main chromatin configuration forms, which characterize two developmental stages. The first chromatin configuration in maturing oocytes, is termed non‐surrounded nucleolus (NSN), and is characterized by a diffuse chromatin configuration. Gradually, with oocyte growth, chromatin is organized around the nucleolus in a ring‐shaped structure, a configuration termed surrounded nucleolus (SN). The transition from NSN to SN is accompanied by multiple cellular changes, including comprehensive histone modification changes, and transcription silencing that continues throughout oocyte maturation and early embryogenesis (Wasserzug‐Pash & Klutstein, 2019; Bouniol‐Baly et al., 1999). Interestingly, the defect in heterochromatin modification with age is much more pronounced as the oocyte proceeds to the SN stage—when the oocyte undergoes transcriptional shutdown (Figure S1). However, facultative heterochromatin decrease occurs uniformly in all prophase I arrest stage oocytes (both NSN and SN), showing that some age‐related epigenetic defects can already be seen at an early oocyte maturation stage (Figure S1). Importantly, transcription is still active in Prophase I‐arrested oocytes as was shown by BrU incorporation into RNA (Bouniol‐Baly et al., 1999), with complete transcriptional shutdown occurring only later during the oocyte maturation process. This was verified by plasmid electroporation experiments showing expression of eGFP in electroporated Prophase I‐arrested oocytes (Figure S2; electroporation of nucleic acids into oocytes was already performed by others (Hirata et al., 2019; Grabarek et al., 2002).

To investigate whether the decrease in repressive marks occurs as a result of nucleosome or histone loss and to control for differences in oocyte staining capacity between young and old oocytes, we stained oocytes by in situ immunofluorescence for the active chromatin marks H3K27Ac and H3K4me3. Importantly, no significant difference was detected between young and old oocytes for these two chromatin marks (Figure 2d, Figure S3). These results show that the loss of histone marks is specific to heterochromatin modifications and that no detectable histone loss has occurred in old oocytes.

To achieve information about wider range of oocytes population and to avoid possible confounding effects from immunofluorescence staining procedures, we performed IHF on mouse ovaries cryosections. Using this method, we measured heterochromatin levels in a wider variety of oocyte stages and sizes than those achieved by manual collection of oocytes. Heterochromatin loss with age was also apparent in ovary cryosections as demonstrated by the lower level of H3K9me2 and H3K27me3 (Figure 3a,b) in the aged ovaries oocytes compared with the young group. This trend was observed in all the oocytes at all sizes. Moreover, after characterizing epigenetic changes in aging non‐mature oocytes, we also explored if the epigenetic defect persists till the later stages of oocyte maturation. To do this, we investigated heterochromatin markers of oocytes at metaphase of MI by performing chromosome spreads followed by immunostaining. Spreads were stained for H3K9me2 and for H3K27me3 (Figure 3c,d). In these experiments, a significant drop in signal was observed in older oocytes. This result shows that the epigenetic defects that occur in older oocytes persist till the meiotic divisions. Since the spread experiments enable the visualization of the entire chromosome, we also asked whether the decrease in repressive chromatin marks occurs on specific loci in the genome, or whether the decrease is uniform along the entire chromosome. No significant pattern of specific preference was found in our analysis. Despite the limited ability to discern specific regions of the genome by microscopy, this result suggests that the decrease in heterochromatin is widespread and includes many regions in the genome (Figure S4).

**FIGURE 3:**
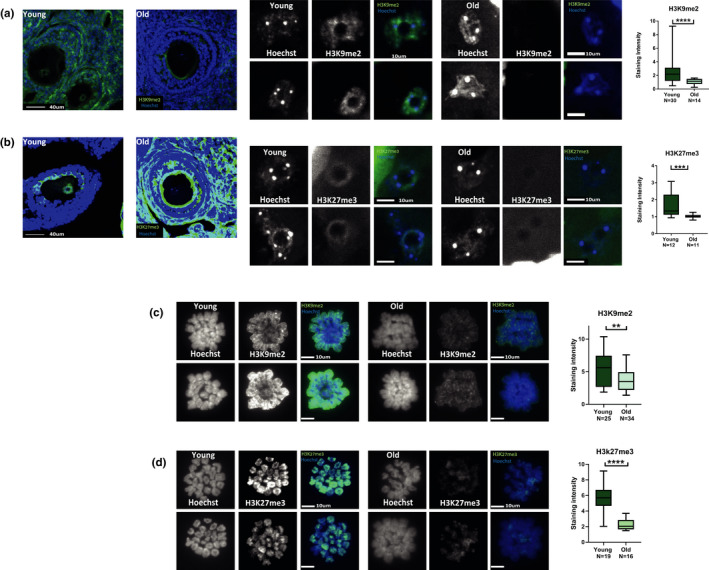
Heterochromatin loss appear uniformly in diverse oocytes populations: IHF staining was performed on ovaries cryosections from young (2‐month‐old) and old (9‐month‐old) female mice. Loss of heterochromatin was detected in the intact oocytes in both (a) H3K9me2 (*t* test < 0.0001, animals used for experiment *N*_young_ = 3, *N*_old_ = 3) and (b) H3K27me3 staining. (MW = 0.0008, animals used for experiment *N*_young_ = 3, *N*_old_ = 3). Staining of MI metaphase chromosomes and staining intensity analysis from young (2‐month‐old) and old (9‐month‐old) females (see Methods) was performed for the following markers: (c) H3K9me2 (*t* test *p* = 0.008, animals used for experiment *N*_young_ = 3, *N*_old_ = 5) and (D)H3K27me3 (MW *p* < 0.0001, animals used for experiment *N*_young_ = 3, *N*_old_ = 4)

Histone post‐translational modifications are a key component in transcriptional regulation, and specifically in the silencing of transposable elements (TE) that compose ~50% of mammalian genomes. The activation of TE may pose a significant threat to the genome of the cell, and the regulation and silencing of the activity of TE is becoming recognized as a hallmark of cellular integrity in health and disease (Bravo et al., 2020; Enriquez‐Gasca et al., 2020; Kohlrausch et al., 2021). To investigate the consequences of the loss of heterochromatin on the transcription of TE in old oocytes, we examined RNA expression from two retrotransposon families: long interspersed nuclear element‐1 (L1) and intracisternal A particle (IAP), which were shown to be expressed in the germline (Crichton et al., 2014; Dupressoir & Heidmann, 1996; Trelogan & Martin, 1995). Oocytes from older females had a roughly 2‐fold increased expression of both L1 and IAP transcripts compared with young oocytes as assessed by quantitative RT‐PCR (Figure 4a). An elevation in retrotransposon‐derived protein synthesis in aged oocytes was detected by Western blot for a protein of the L1 retrotransposon, L1‐encoded ORF1p (Figure 4b). We confirmed these findings by immunostaining oocytes. L1‐ORF1p was detectable at low levels in young oocytes and increased in intensity in older oocytes (Figure 4c). In accordance with increased activity of these TE, older oocytes show increased recruitment of DNA repair machinery indicative of DNA damage. This was shown by elevated Rad51 nuclear localization in older oocytes and higher presence of γH2Ax foci (Gasior et al., 2006; Figure 4d,e). Foci of γH2Ax are considered a bona fide marker of DNA damage and repair (Fernandez‐Capetillo et al., 2004). An elevated nuclear localization of Rad51 is also a marker for DNA damage and was observed in HeLa and HCT116 cells after treatment with ionizing radiation (Gildemeister et al., 2009).

**FIGURE 4:**
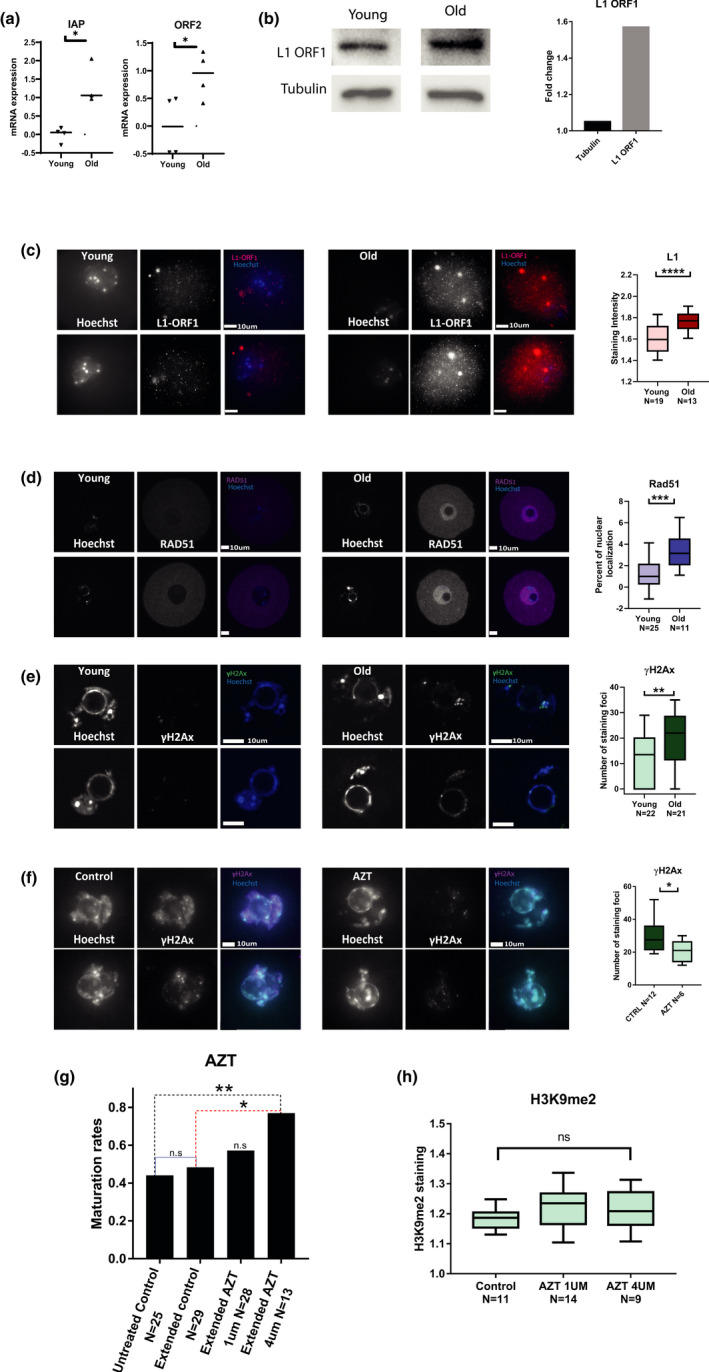
Old oocytes show elevated activity of retrotransposons L1 and IAP and increased DNA damage: (a) Transcriptional retrotransposon activity was measured using qRT‐PCR for L1 retrotransposon (MW *p* = 0.01, animals used for experiment *N*_young_ = 10, *N*_old_ = 10) and IAP elements mRNA (MW *p* = 0.03, animals used for experiment *N*_young_ = 10, *N*_old_ = 10) (see Methods) in young (2‐month‐old) and old (9‐month‐old) prophase I‐arrested mouse oocytes. (b) Upregulation of L1 retrotransposon protein was measured by Western blotting for L1‐ORF1p in from young (2‐month‐old) and old (9‐month‐old) prophase I‐arrested mouse oocytes. (*N*_young_ = 6, *N*_old_ = 8) (c) Upregulation of L1 retrotransposon activity was measured by in situ staining for L1‐ORF1p in from young (2‐month‐old) and old (9‐month‐old) prophase I‐arrested mouse oocytes. (Shapiro Wilk *p* < 0.05, t test *p* < 0.0001, *N*_young_ = 3, *N*_old_ = 3). (d) Accumulation of DNA damage with age was assessed by in situ staining for Rad51 and quantification of its nuclear localization (see Methods) in young (2‐month‐old) and old (9–month‐old) prophase I‐arrested mouse oocytes (MW *p* < 0.0005, *N*_young_ = 3, *N*_old_ = 5). (e) Another measure for DNA damage was performed by in situ staining for γH2AX (MW *p* = 0.0085, *N*_young_ = 3, *N*_old_ = 5) that was quantified by the number of nuclear foci in old and young prophase I‐arrested mouse oocytes (see Methods). (f) To investigate the phenotype of aged oocytes after retroviral activity inhibition, oocytes were treated with AZT and then stained for γH2A and the number of nuclear foci in AZT treated and untreated control old prophase I‐arrested oocytes was quantified (MW *p* < 0.0274 animals used for experiment *N* = 3) (g) The maturation efficiency of old oocytes treated with two different doses of AZT and matured in vitro was measured by proportion of oocytes which successfully completed MII after treatment (*Z* test *p* = 0.0102) (see Methods). Because incubation with the drug required longer incubation in IBMX than normal, an extended incubation without AZT was also added as control (h) Quantification of in situ staining intensity for H3K9me2 in control old oocytes and old oocytes treated with two different doses of AZT (see Methods)

We asked whether an inhibition of reverse transcription activity of retrotransposons, and as a result, inhibition of retrotransposition in older oocytes improves their cellular integrity and maturation ability. To do that, we matured in vitro older oocytes with or without the addition of azidothymidine (AZT), a reverse‐transcriptase inhibitor, that was shown to inhibit retrotransposon activation in fetal oocytes (Malki et al., 2014; Tharp et al., 2020). Being a thymidine kinase 1 inhibitor, AZT also presented a toxic effect on cell growth in some cell lines (Lynx et al., 2008). However, previous studies on oocytes did not report a toxic effect in this system. Nevertheless, we used lower concentrations than those reported to be toxic (see Methods). Our results (Figure 4g) show that the relatively low level of maturation of older oocytes in vitro can be partially rescued and show an elevation in maturation in up to 28.6% more mature oocytes after incubation in 4 µM AZT. We also show that DNA damage is also reduced by AZT treatment as presented by the reduction in γH2Ax loci in these oocytes (Figure 4f). Despite these effects, the AZT treatment did not alter heterochromatin levels in the older oocytes (Figure 4h), hinting that heterochromatin loss may be upstream to retrotransposons elevation.

In addition to the expression of retrotransposons in older oocyte, we investigated whether we also see evidence for increased processing of retrotransposon RNA. An elevation in retrotransposon expression can result in elevated retrotransposon mRNA expression and its translation into protein but also in its elevated processing. RNA processing systems such as RNAi regulate gene expression by posttranscriptional targeting of mRNA coming from regulated regions. The processing system inhibits unregulated transcription activity by Dicer‐mediated digestion of transcripts into small RNAs and activation of various downstream targeting and silencing complexes such as Argonaute proteins (Cross et al., 2019; Hogg et al., 2011; Kanakamani et al., 2021). Increased activity of the RNA processing machinery indicates the occurrence of a loss of transcription regulation, and it is possible to identify the specific loci where this loss has occurred by the analysis of the small RNA repertoire. 

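Small RNA from pools of 50 prophase I-arrested C57BL/6 mouse oocytes was amplified with a kit that adds a poly(A) tail to RNA molecules and copies them by template switching, so that microRNAs and fragments of longer RNAs enter the same library. The labels name 10 pools, 5 of young and 5 of old oocytes, in an earlier set of 2 pools per age and a later set of 3 pools per age. The paper's results give the ages as 2 and 9 months, its methods give a range of ages for each group, and the labels give 8 weeks and 9 months. For the later set, 1 region list per age was analysed here, that of the first young and the first old pool, and the other pools were not analysed here from their own files. The authors trimmed and filtered the reads, aligned them with TopHat to the mouse genome GRCm38 and counted them with htseq-count. Each deposited list gives regions made of adjacent 1 kb windows of GRCm38, and a score that falls in even steps from 1000 for the first region to 1 for the last. The score is thus a rank within the list and not a count, so the depth of the libraries is unknown here and no ratio of reads between the ages was computed. The paper's text does not state how the regions were chosen or whether libraries were pooled for them. The young list holds 560 regions that cover 672.1 kb, and the old list holds 774 regions that cover 943.1 kb. Of these, 481 young and 662 old regions are single windows. Rank 452 of the old list is not analysed here. With 1 list per age there is no replicate, and the lists describe these libraries and not the ages. Intervals on shares of regions are exact Clopper-Pearson 95% intervals, which treat regions as independent.
The paper's Table S1 gives a second view of the same experiment, with 3 young and 3 old libraries and 1056 repeat types. Its values are read counts that the authors normalized and corrected for batch, so they have decimals and a few are negative. Values computed here from Table S1 are marked as such. The labels and the paper do not assign the pools to sequencing batches, so no comparison within batches was possible. In both lists the first rank is a region of the mitochondrial genome, from position 14001 to 16100 in young and from 13001 to 16100 in old. The third rank in both is the ribosomal RNA locus on chromosome 17, from 39846001 to 39849000 in young and from 39842001 to 39849000 in old, annotated as the rRNA gene CT010467.1. The fifth rank is a cluster of 5 tRNA genes on chromosome 13, from 23517001 to 23520000, in young. In old it is a region on chromosome 9, from 118674001 to 118676000, in an intron of Itga9.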

We therefore performed small RNA sequencing on oocytes from young and old females. We sequenced (in duplicate) RNA molecules from 17 to 167 bp (median of 20–80 percentiles, see Methods and Figure S5) with a median molecule size of 18 bp for the young oocytes and 106 for the older oocytes (Figure S5). A measurement of the sizes of the small RNA fragments was done computationally (see Methods). A prominent peak of ribosomal RNA at 155 bp can be observed in both samples. The difference in small RNA sizes between young and old oocytes shows an elevated presence of RNA fragments of sizes that are not typical of Dicer products and could originate from spurious transcription due to the loss of genomic repression of heterochromatin. Small RNAs can originate from different regions in the genome. However, the difference in RNA expression between the young and old oocytes was evident specifically in the group of small RNAs coming from genomic repeats (usually marked by heterochromatin). 

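Each listed region was assigned to 1 annotation class, with RNA genes taking precedence over exons and exons over introns. Genes of small RNAs other than tRNA and rRNA made up 33.2% of the young regions (186 of 560, interval 29.3% to 37.3%) and 33.5% of the old regions (259 of 774, interval 30.1% to 36.9%). Regions with a tRNA gene made up 24.1% in young (135 regions, interval 20.6% to 27.9%) and 21.4% in old (166 regions, interval 18.6% to 24.5%). The share of regions in exons of protein-coding genes was 8.93% in young (50 regions, interval 6.70% to 11.6%) and 14.0% in old (108 regions, interval 11.6% to 16.6%). With only regions that overlap the other list, this share in old was 8.47%. Intergenic regions made up 11.8% in young and 11.6% in old, and introns 5.89% and 6.85%.
The reference genome marks repeats and low-complexity sequence in lower case (soft-masking), which was used as a measure of repeat content because the lists name no repeat type. At least 50% of the bases were soft-masked in 13.4% of the young regions (75 of 560, interval 10.7% to 16.5%) and in 13.3% of the old regions (103 of 774, interval 11.0% to 15.9%). Each share lies within the interval of the other. Of 10000 random 1 kb windows of the genome, 25.4% were masked to this extent (interval 24.6% to 26.3%). Among the 243 regions listed only in old, 34 were at least 50% soft-masked (14.0%, interval 9.89% to 19.0%), against 69 of the 531 old regions that overlap a young one (interval 10.3% to 16.2%).

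**Figure D1:**
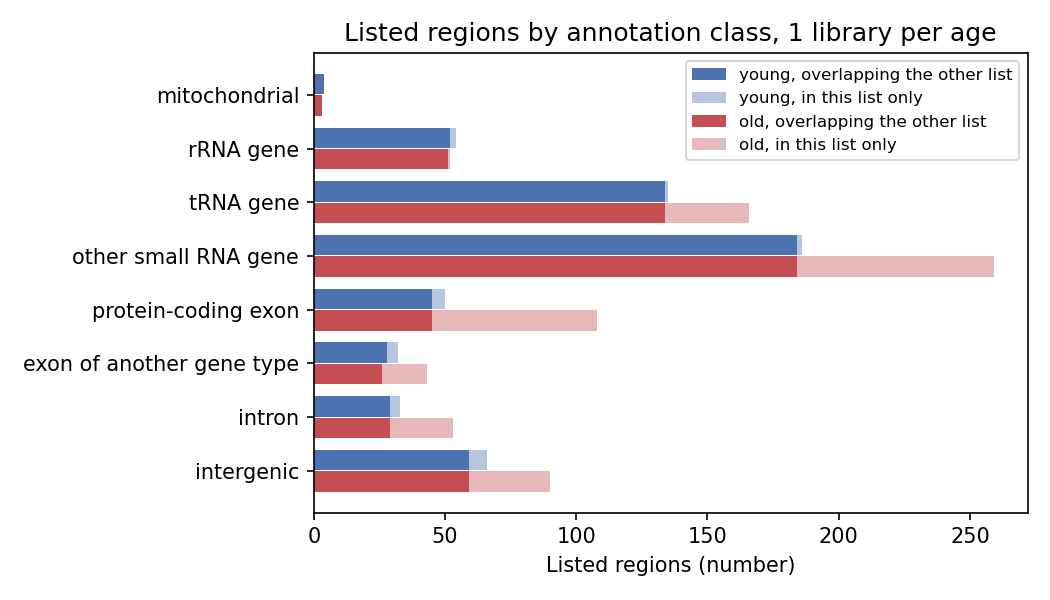
Number of listed regions (horizontal axis) in each annotation class (vertical axis) for the young list in blue and the old list in red. Dark bars are regions that overlap the other list and pale bars are regions found in 1 list only; the pale part is largest for other small RNA genes in old, with 75 regions.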

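Both kinds of data were used to ask how much is shared between the ages. In the region lists, 647 of the 673 windows of 1 kb in young were also listed in old, 96.1% (interval 94.4% to 97.5%). The same 647 windows are 68.5% of the 944 windows listed in old (interval 65.5% to 71.5%). Counting windows that overlap or touch, the share in old was 72.2%. Over the 498 regions with identical ends, the ranks in the 2 lists had a Spearman correlation of 0.738, which is across regions and not across samples. In Table S1, the ratio of the mean over 3 old libraries to the mean over 3 young libraries lay within 2-fold for 880 of the 1056 repeat types, which is 83.3%. The median ratio over the types was 0.890, and 38.2% of the types had a ratio above 1. In the table's own scaling the median ratio did not stand apart from other groupings of the 6 libraries (exact permutation test, two-sided, p = 0.8, where 0.1 is the smallest p that 3 libraries against 3 allow). The setting that moved the share within 2-fold most was a filter on types with a mean of at least 10, which gave 95.1% of 636 types. Every value of an old column of Table S1 is a number of 2 decimals multiplied by a constant of that column. With this factor undone, 76.4% of the types lay within 2-fold and the median ratio was 0.680 (p = 0.1, same exact test). The constants mostly raise the old values, so a fall of the median ratio and of summed ratios on undoing them was fixed in advance. With all columns scaled to the same total, the median ratio was 0.782 (p = 0.1, same exact test). With each column scaled by its median ratio to the geometric mean it was 0.978 (p = 0.2, same exact test). That scaling itself draws the median over types towards 1, so the value of 0.978 cannot decide whether the median differs with age. Without the second young library, the median ratio was 1.07.

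**Figure D2:**
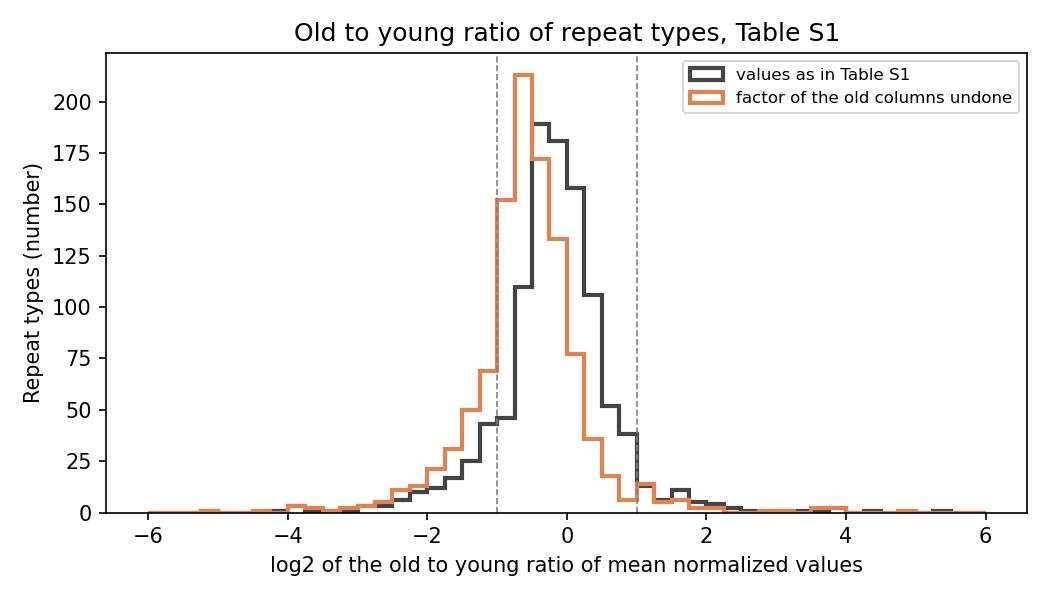
Number of repeat types (vertical axis) by the log2 of their old to young ratio in Table S1 (horizontal axis), with the values as in the table in grey and with the factor of the old columns undone in orange. Dashed lines mark 2-fold; the median ratio is 0.890 in the first case and 0.680 in the second.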

Most repeat types remained unchanged between young and older oocytes (83%). 4.6% of repeat types were overexpressed and 12.1% were under‐expressed more than 2‐fold in older oocytes (Table S1). However, when looking at which repeat types were changed‐ the list of overexpressed repeat types in old oocytes (Figure 5a) shows that most RNA molecules are derived from retrotransposons, while in the under‐expressed repeats additional repeat types are present. 

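By the same rule, a ratio of mean values above 2 or below 0.5, Table S1 gives 49 types higher in old (4.64% of 1056) and 127 types lower in old (12.0%). With 1 library left out in turn, the number of higher types lay between 48 and 73 and the number of lower types between 80 and 185. The lower number was 185 without the first old library, 80 without the second old library and 81 without the second young library. Without the second young library 72 types were higher, close to the 81 that were lower. Most types past 2-fold had low values: 39 of the 49 higher types and 106 of the 127 lower types had a mean under 10 over the 6 libraries, against 420 of all 1056 types. Every old library was above every young library in 11 of the 49 higher types, and every old library was below every young one in 51 of the 127 lower types. Over all types, 12.3% had no overlap between the ages in either direction, where chance gives 10%. The values were also tested per type with limma on log2(value + 1), with negative values set to 0. No type was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05; at an unadjusted p under 0.05 there were 19 higher and 48 lower types. Without the first old library the adjusted calls were 4 higher and 6 lower. With only the 636 types of a mean of at least 10 they were 2 higher and 0 lower. The unadjusted counts depended on the setting: they were 63 higher and 43 lower with each column scaled by its median ratio, 43 and 12 without the second young library, and 4 and 168 with the factor of the old columns undone. The smallest adjusted p, 0.0861, was shared by ORR1E-int and MER21B. MER21B had 48.5 ± 4.86 normalized counts in young and 152 ± 30.5 in old (SD, n = 3 each). In the region lists, where nothing is named by repeat type, 25 regions were found only in young and 243 only in old. The regions found only in old had a median rank of 631 of 775, and the first of them stood at rank 211.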

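The 10 types drawn as higher and the 10 drawn as lower in Fig. 5a are those with the 10 highest and the 10 lowest ratios in Table S1. By their names, 6 of the 10 higher types and 2 of the 10 lower types are retrotransposons (LTR, LINE or SINE naming; MER names, which cover several classes, were not counted, while Fig. 5a draws MER89-int and MER92C in the colour of LTR). Over all types past 2-fold, retrotransposon names made up 51.0% of the 49 higher types, 44.1% of the 127 lower types and 59.4% of all 1056 types. Weighed by the change in mean normalized counts, types with retrotransposon names carried 94.1% of the summed increase over the 49 higher types. They carried 38.5% of the summed decrease over the 127 lower types. Such sums follow the types with large values, and only 10 of the 49 higher types had a mean of at least 10. The summed shares were not computed with 1 library left out. They may thus rest on few types and on 1 library, and do not show a general rise of retrotransposons. ORR1E-int, the internal part of an LTR element, rose from 125 ± 56.9 normalized counts in young to 642 ± 297 in old (SD, n = 3 each), a ratio of 5.16. Its log2 fold change on the log2(value + 1) scale was 2.31 (standard error 0.42), and every old library was above every young one. The other 9 higher types of Fig. 5a had means of at most 5.63 over the 6 libraries. MER97b, with the highest ratio of 44.5, had 27.7 normalized counts in the second old library, 1.68 in the third and 0 in the first, and 0.660, 0 and 0 in young. LTR68 rested on the third old library, with 18.5 normalized counts, and was at 0 in the other two. RLTR13F rose from 0.500 ± 0.330 to 2.65 ± 0.686 (SD, n = 3 each) with no overlap between the ages. Among the lower types, MLT1G3-int and MER89-int had no overlap between the ages, and all 10 had means under 10. MLT1G3-int was at 3.99 ± 1.34 in young and 0.226 ± 0.939 in old (SD, n = 3 each). In the region lists, the regions closest to this question are those in introns and between genes, outside annotated RNA genes and exons. Of these, 21 of 99 were at least 50% soft-masked in young (21.2%, interval 13.6% to 30.6%) and 27 of 143 in old (18.9%, interval 12.8% to 26.3%), against 28.0% of random intron and intergenic windows.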

When we compared the fold change of expression in our data between different families of RNA molecules, we saw that while in tRNAs and rRNAs there is no elevation in older oocytes over young oocytes, in genomic repeats in general, and specifically in retrotransposons, there was a significant elevation in transcripts in older oocytes vs. young oocytes (Figure 5b). 

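Table S1 names no families and no tRNA, so repeat types were grouped by their names and their normalized values summed per library. LTR names (458 types) summed to 115835 ± 30367 in young and 134106 ± 21451 in old (SD, n = 3 each), a ratio of 1.16, or 0.876 with the factor of the old columns undone (exact permutation test for the table's values, two-sided, p = 0.4). Names of non-LTR retrotransposons (169 types) summed to 313599 ± 85700 in young and 321334 ± 21228 in old. Their ratio was 1.02 (p = 0.8, same exact test), or 0.788 with the factor undone. Within these groups, L1 and Lx names (120 types) had a ratio of 0.821 (p = 0.5, same exact test), which was 0.630 with the factor undone and 0.733 with equal column totals (p = 0.1 in each, same exact test). IAP names (25 types) had a ratio of 1.09 (p = 0.7, same exact test), or 0.825 with the factor undone. The 3 rRNA names had a ratio of 1.15 (p = 0.5, same exact test), or 0.861 with the factor undone. Names of small RNA genes (12 types) summed to 152871 ± 56299 in young and 208505 ± 59831 in old (SD, n = 3 each), a ratio of 1.36 (p = 0.5, same exact test), the highest of the 8 name groups. It was 1.05 with the factor undone, 1.22 with equal column totals and 1.49 with median-ratio scaling, and between 1.13 and 1.60 with 1 library left out. The type with the largest values in the table was LSU-rRNA_Hsa, with a ratio of 1.13. In the table's own scaling none of these differences exceeded the larger of the SDs of both ages, and after Benjamini-Hochberg adjustment over the 8 name groups each p was 0.9. The summed value over all repeat types had a ratio of 1.14 (p = 0.5, same exact test). With all columns scaled to the same total, the ratio was 1.02 for LTR names, 0.914 for non-LTR names, 0.965 for IAP names and 0.988 for rRNA names. With each column scaled by its median ratio to the geometric mean, it was 1.27 for LTR names (p = 0.1, same exact test), 1.13 for non-LTR names, 1.20 for IAP names, 1.23 for rRNA names and 0.910 for L1 and Lx names. With 1 library left out, it was below 1 for non-LTR names without the first young (0.925), the third young (0.980) or the first old library (0.994), and for IAP names without the first young (0.946) or the first old library (0.952). Without the second young library it was at its highest for LTR names (1.36), IAP names (1.30) and non-LTR names (1.21, p = 0.1, same exact test). The median ratio of the single types was 0.953 for LTR names and 0.857 for non-LTR names. tRNA and rRNA are present in the region lists, where only their order can be compared. For this, the 498 regions with identical ends in both lists were ranked anew among themselves. On these new ranks, the 49 regions with an rRNA gene had a median of 58 in young and 55 in old, with 25 of the 49 placed higher in old. The 121 regions with a tRNA gene had a median new rank of 272 in young and 185 in old, and 103 of the 121 were placed higher in old. For the comparison of groups in transcript presence, the paper's statistics section names a ratio-paired test. From the ratios per family in Fig. 5b, the paper states that genomic repeats, and retrotransposons in particular, were elevated in old oocytes while tRNAs and rRNAs were not.

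**Figure D3:**
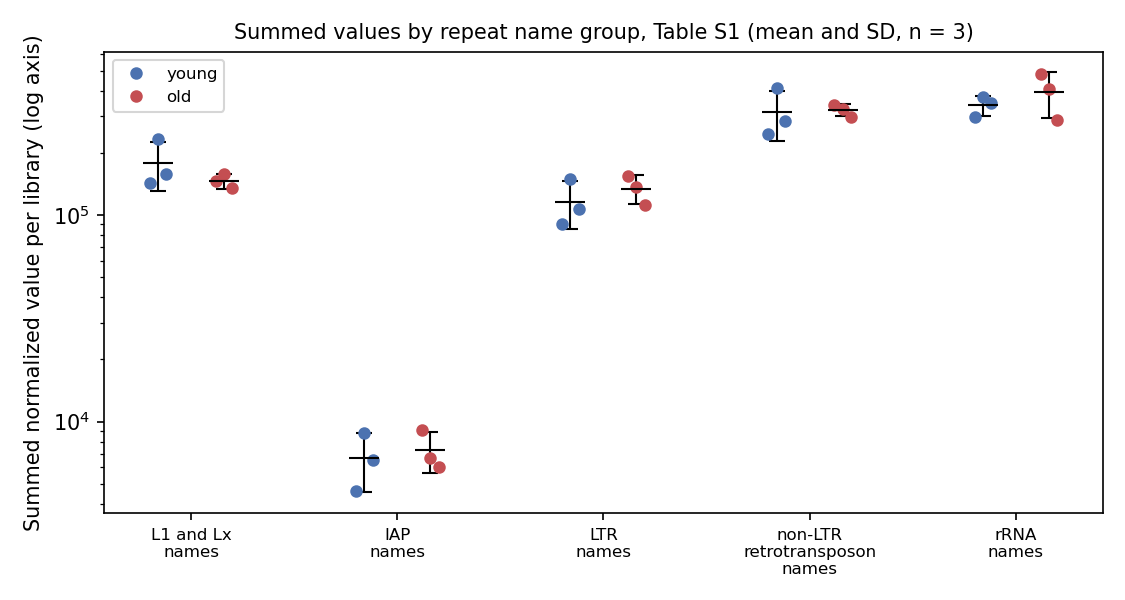
Summed normalized value per library (vertical log axis) for 5 groups of repeat names in Table S1 (horizontal axis), young in blue and old in red. Points are libraries and black bars the mean and SD (n = 3). The ages overlap in each group. Ratios are 0.821 for L1 and Lx, 1.09 for IAP, 1.16 for LTR, 1.02 for non-LTR and 1.15 for rRNA names. Each ratio is below 1 with the factor of the old columns undone (0.630 for L1 and Lx). The factors mostly raise the old values, so a fall was fixed in advance.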

In agreement with more retrotransposon mRNA and more retrotransposon‐derived small RNA from some of the repeats in older oocytes, we also see a significant elevation in the signal of dsRNA molecules in older oocytes (Figure 5c). Moreover, the Dicer protein, an enzyme which participates in the processing of retrotransposons (Soifer et al., 2005; Svobodova et al., 2016) showed an increase as well, both by immunostaining and Western blot analysis (Figure 5d,e). We therefore conclude that the loss of epigenetic silencing in old oocytes results in accompanied by transcriptional activity and processing of retrotransposons in the genome.

**FIGURE 5:**
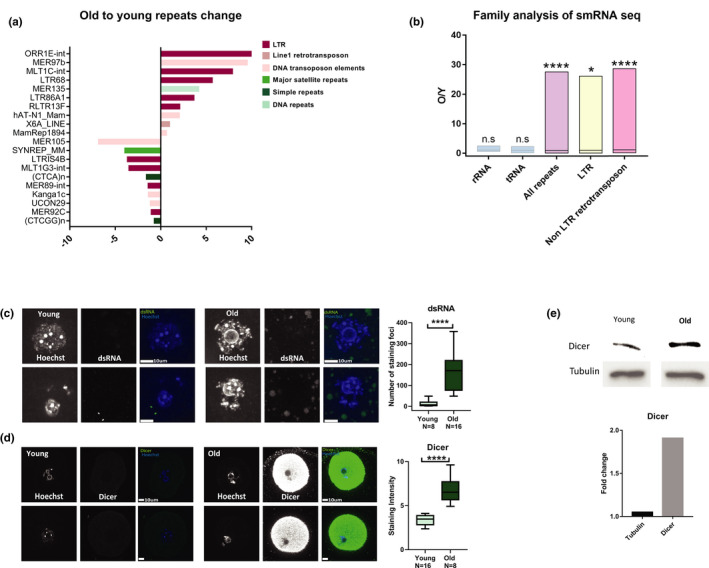
Old oocytes show elevated retrotransposon RNA processing activity: Small RNA‐seq was performed in order to quantify the differential presence of small RNAs in young (2‐month‐old) and old (9‐month‐old) oocytes (see Methods and Table S1). (a) Identification of 10 repeat types that are most upregulated or downregulated in old oocytes. Note that the predominant types of repeats that were overexpressed are retrotransposon RNA molecules, while the list of under‐expressed repeat types also includes other types of repeats. (b) Family based analysis of smRNA. The ratio in sequencing reads between old and young in the transcripts of each repeat family are plotted. tRNA and rRNA are used as controls. (c, d) To quantify global RNA processing activity in the aged oocytes, we stained for dsRNA (MW *p* < 0.0001, *N*_young_ = 3, *N*_old_ = 5) (c) and Dicer (MW *p* < 0.0001, *N*_young_ = 3, *N*_old_ = 5) (d) in young and old prophase I‐arrested mouse oocytes. (e) Dicer elevation was confirmed using Western blotting (*N*_young_ = 6, *N*_old_ = 8)

Since some significant differences in epigenetic regulation exist between mice and human (Hanna et al., 2018), we wanted to investigate whether heterochromatin loss with maternal age also occurs in human oocytes. For this purpose, we investigated the heterochromatin of oocytes from IVF treatments. Oocytes were retrieved from 33 patients, with an average of 2.2 oocytes per patient. As a general rule, prophase I‐arrested oocytes are not used by clinics for fertilization, but to make sure the oocytes we used for research could not mature in vitro, we waited another 24 h with the oocytes in medium, before we fixed the immature oocytes and stained them. Therefore, these oocytes likely represent a subset of human oocytes which are meiotically incompetent (for details of ethics approval, see Methods). Indeed, fixed oocytes that were stained for DNA visualization were arrested in several developmental stages (Figure 6). Further, we stained oocytes by in situ immunofluorescent staining for H3K9me2. Stringent QC criteria were applied to the staining results in order to exclude oocytes with fragmented or damaged genomes (see Methods). We found that in oocytes arrested both at the prophase I‐arrest stage and after release from meiotic arrest, there was an age‐dependent decrease in H3K9me2 signal fitting a linear decreasing curve (Figure 6a–d). As control, we also stained human oocytes for the Rec8 meiotic cohesin (specificity of the antibody is shown in Figure S6). This staining also shows (Figure 6e–h) a decreasing, age‐dependent trend, as has been shown before for mouse and human cohesin (Chiang et al., 2010; Liu & Keefe, 2008; Tsutsumi et al., 2014).

**FIGURE 6:**
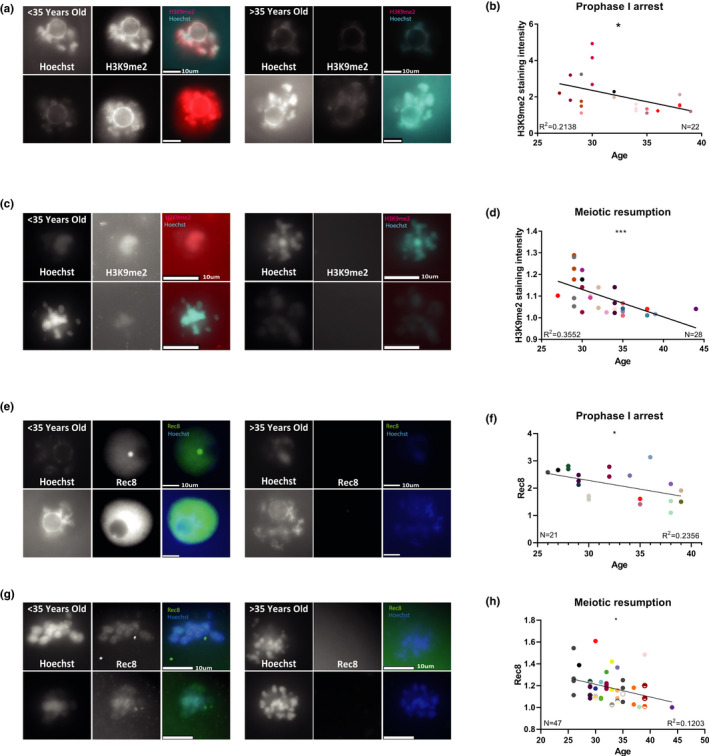
Human oocytes show a reduction of the H3K9me2 heterochromatin marker, and REC8 meiotic cohesion marker with age: To study the changes in heterochromatin with age in Human oocytes, human GV‐arrested oocytes were stained by immunofluorescence for H3K9me2 (see text and Methods). Oocytes were retrieved from 33 women, with average of 2.2 oocyte per woman. Analysis was performed separately for oocytes that were stained during prophase I arrest or arrested later during meiosis. (a) Examples of stained (for H3K9me2) prophase I‐arrested oocytes from patients under 35‐year‐old and over 35‐year‐old (b) Oocytes arrested during meiosis also show a reduction of signal intensity with age with a linear correlation, (*N* = 28, *F* test *p* = 0.0008). The oocytes of each patient are in a different color (for a given age, several patients with more than one oocyte may be represented). (c) Examples of stained (for H3K9me2) prophase I oocytes after meiotic resumption, from patients under 35‐year‐old and over 35‐year‐old. (d) Prophase I oocytes show a reduction of signal intensity with age with a linear correlation. (*N* = 21, *F* test *p* = 0.03) (e) Examples of in situ staining of prophase I‐arrested human oocytes (*N* = 21) for Rec8 meiotic cohesion subunit. (f) These oocytes show a linear reduction of signal intensity with age (*F* test *p* = 0.02). (g) Examples of in situ staining of human prophase I oocytes after meiotic resumption (*N* = 47) for Rec8. (h) These oocytes show a linear reduction of signal intensity with age (*F* test *p* = 0.01)

In order to show a causal link between heterochromatin deterioration and maturation defects of old oocytes, we treated young mouse oocytes with chemicals known to affect epigenetic regulation. The Suvar39h1/2 enzyme is essential for heterochromatin formation, and Chaetocin has been characterized as a specific and effective Suvar39h1/2 inhibitor (Greiner et al., 2005). We therefore treated 2‐month‐old oocytes with Chaetocin (Greiner et al., 2005) at 0.5 µM in vitro for 18 h (Bertoldo et al., 2020). Staining for H3K9me2 decreased after the treatment by staining of chromosome spreads at metaphase of MI (Figure S7). However, in situ staining of MI‐treated oocytes for H3K4me3 presented no significant change, indicating that heterochromatin manipulation with Chaetocin does not interfere with other chromatin regulation aspects (Figure S7). The assessment of the maturation efficiency of the oocytes after treatment with Chaeotocin shows reduction of 18% in the oocytes that properly mature after treatment (Figure 7a). Staining of treated oocytes by in situ immunofluorescence was performed after treatment. L1‐encoded ORF1p shows an increase in staining intensity (Figure 7b). Consistently, dsRNA staining presented a significant increase in the treated compared with the untreated control oocytes (Figure 7c).

**FIGURE 7:**
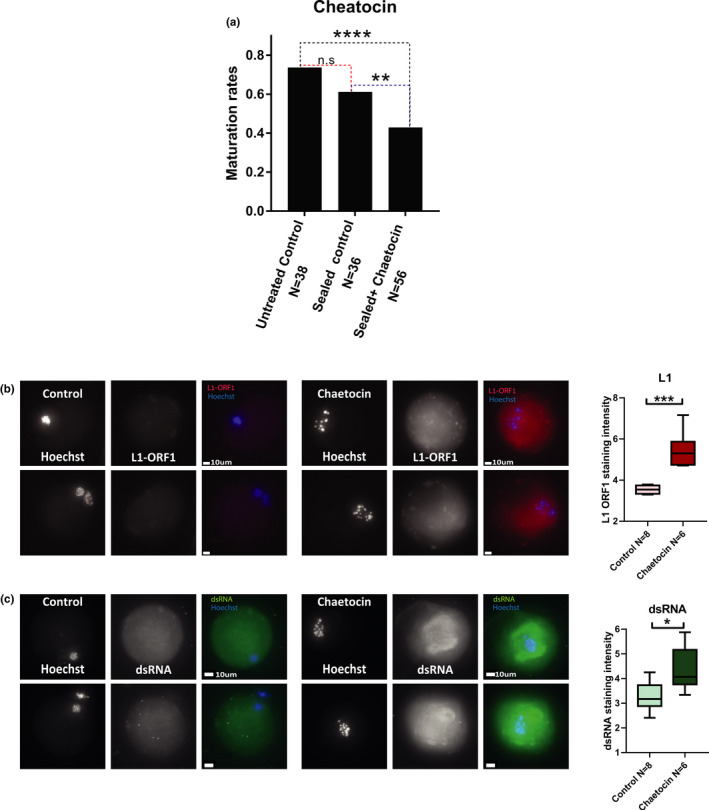
Treatment of oocytes with Chaetocin mimics natural aging: Young prophase I‐arrested mouse oocytes (9 animals were used for this experiment) were released to resume meiosis in a medium supplemented with Chaetocin that inhibits heterochromatin formation (see Methods). (a) The resulting phenotype was measured by the assessment of maturation efficiency of treated oocytes compared with untreated controls (*Z* test *p* = 0.008). Incubation with Chaetocin requires sealing of the plate for bio‐safety reasons. Therefore, an additional control with a sealed plate but without the drug was added (see Methods). (b) Activation of L1 retrotransposons following Chaetocin treatment was measured by immunofluorescence for L1‐ORF1p in young MII mouse oocytes with or without Chaetocin (MW *p* = 0.0007) (c) To measure RNA processing activity in Chaetocin‐treated oocytes, in situ staining was performed for dsRNA in young MII mouse oocytes with or without Chaetocin. (MW *p* = 0.02)

Since heterochromatin that is characterized by H3K9me2 and binding of HP1γ is also associated with a histone de‐acetylation on H3K27 (Naruse et al., 2020; Wang et al., 2019), we sought to investigate whether inhibiting the de‐acetylation of histones in oocytes will cause a similar effect. Previous reports also showed that treatment with a histone deacetylase (HDAC) inhibitor affects oocyte maturation in vitro (Jin et al., 2014). We thus treated young oocytes with the HDAC inhibitor Trichostatin A (TSA, 100 nm for 4 h of arrest and then for 18 h until MII) (Yoshida et al., 2003). In vitro treated oocytes show an increase in H3K27Ac and also a decrease in H3K9me2 by in situ staining linking different heterochromatin pathways such as H3K27 de‐acetylation and H3K9 methylation in oocytes (Figure S8). TSA‐treated young oocytes show similar maturation defects to Chaetocin‐treated young oocytes and unchanged staining for H3K4me3 (Figure S8). Interestingly, TSA‐treated oocytes do not show a L1‐encoded ORF1p elevation in overall signal level. Instead, L1‐ORF1p accumulates in nuclei of treated oocytes, perhaps showing that de‐acetylation activity is central to specific stages in retrotransposon maturation processes (Figure S8), causing enhanced nuclear recruitment of the L1 protein when de‐acetylation processes fail to occur. However, DNA damage response is elevated in TSA‐treated oocytes as shown by the elevated Rad51 nuclear localization in treated oocytes (Figure S8). Collectively, these results show that epigenetic manipulation, in H3K9 methylation or H3K27 acetylation pathways causes the inability of young oocytes to mature, and mimics natural aging.

To further strengthen the causal link between heterochromatin loss, retroviral activity, and oocytes maturation defects in older oocytes, we tested whether the elevation of heterochromatin by gene overexpression could reverse oocyte aging phenotypes. To do that, we used plasmid electroporation as above (Figure S2), to overexpress EZH2, an enzymatic subunit of the PRC2 complex that catalyzes H3K27 methylation (Margueron & Reinberg, 2011), and SIRT1, an NAD+ dependent HDAC (Michishita et al., 2005; Vaquero et al., 2007) (see Methods). Treated oocytes presented a significant increase in heterochromatin. As expected, oocytes electroporated with EZH2 showed an elevation in H3K27 methylation staining compared with an empty electroporation control (Figure 8a), and oocytes electroporated with SIRT1 plasmid presented an increase in H3K9 methylation. (Figure 8d). In both groups, the increase in heterochromatin led to significant decrease in L1‐ORF1 staining (Figure 8b,e), showing that when heterochromatin is recovered in these oocytes they re‐gain their ability to silence retroviral activity. Finally, treated oocytes presented increased maturation rates (Figure 8c,f) compared with empty electroporation controls. To confirm these results with another manipulation targeting Sirtuins, we cultured aged oocytes with the SIRT1 activating molecule SRT‐1720. Treated oocytes had a similar phenotype to the overexpression experiment above. SRT‐1720 treatment triggered heterochromatin elevation, that resulted in recovered maturation ability of treated cells (Figure 8g,h). Notably, similar results were previously shown by supplementation of older oocytes with the SIRT1 associated metabolic cofactor nicotinamide adenine dinucleotide (NAD+), which caused rejuvenated oocyte quality in aged animals (Bertoldo et al., 2020). Taken together, these results show that heterochromatin loss occurs upstream of retrotransposon activity, and that heterochromatin loss may be reversible in older oocytes.

**FIGURE 8:**
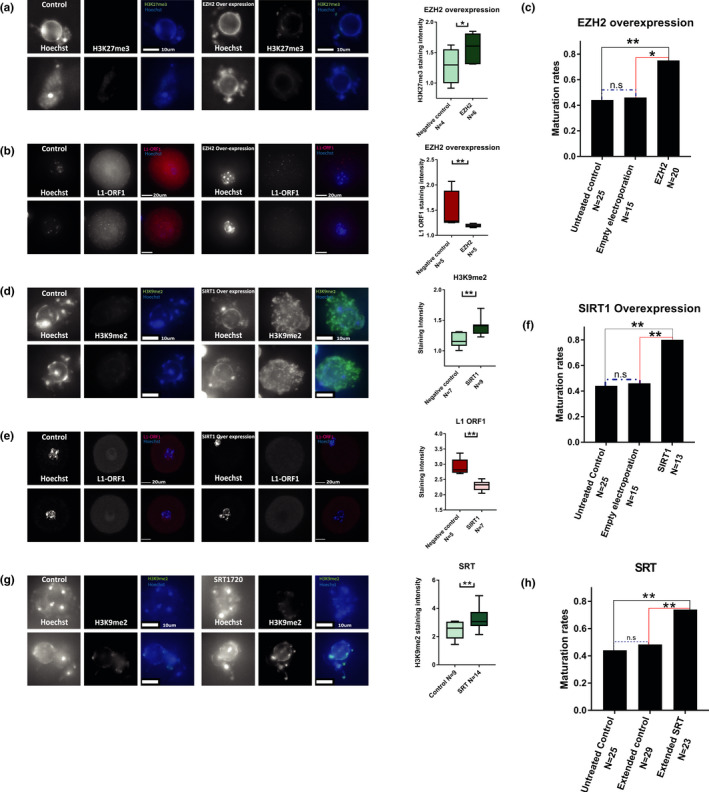
Aged oocytes recovery occurs when heterochromatin is enhanced: Overexpression of chromatin modifier enzymes was performed in old (9‐month‐old) prophase I‐arrested oocytes. (a) Heterochromatin recovery in EZH2 electroporated oocytes was measured by H3K27me3 staining (MW *p* = 0.03, 4 animals used for experiment) (b) Reduction in retrotransposon activity in treated oocytes was observed by staining for L1‐‐ORF1 (MW *p* = 0.03, 3 animals used for experiment). (c) Cellular functionality was measured by successful MII accomplishment in EZH2 electrporated oocytes compared with empty electroplation control. (*Z* test *p* = 0.019, 7 animals used for experiment) (d) Heterochromatin recovery in SIRT1 electroporated oocytes was measured by H3K9me2 staining (MW *p* = 0.0026 3 animals used for experiment). (e) Reduction in retrotransposon activity in treated oocytes was observed by staining for L1‐ORF1 (MW *p* = 0.0013 5 animals used for experiment). (f) Cellular functionality was measured by successful MII accomplishment in SIRT1 electrporated oocytes compared with empty electrporation control. (*Z* test *p* = 0.0086, 7 animals used for experiment) (g) Quantification of staining intensity for H3K9me2 in control old oocytes and old oocytes treated with SRT‐1720 (MW *p* = 0.0079) (h) Maturation efficiency of old oocytes treated with SRT‐1720 and matured in vitro was measured by proportion of oocytes which succeed to complete MI after treatment. (*Z* test *p* = 0.0078, animals used for experiment *N* = 6). As above, since incubation with the drug required longer IVM incubation than normal, an extended incubation without SRT‐1720 was also added as control

## 3 DISCUSSION

We show a reduction in repressive chromatin marks with age in mammalian oocytes. This trend can be observed in both mouse and human oocytes. In mouse oocytes, we show that heterochromatin loss occurs at a significant rate even before the onset of aneuploidy. In a series of experiments, we demonstrate here that the reduction in repressive marks is associated with oocyte maturation defects, expression of L1 retrotransposons, an increase in dsRNA and Dicer presence in the cytoplasm and an elevation in recruitment of DNA repair proteins. Using the compounds Chaetocin and TSA that target epigenetic modifications, we show that an artificial reduction in repressive marks in young oocytes also causes expression of L1 retrotransposons, an elevation in DNA damage and maturation defects. Inhibition of retrotransposons reverse‐transcriptase activity through AZT treatment partially rescues oocytes maturation defects but does not impact their heterochromatin loss. However, heterochromatin can be recovered by overexpression of chromatin modifiers SIRT1 and EZH2. Using this approach, retrotransposon activity is re‐inhibited and the maturation ability is recovered. Similar results were obtained using the SIRT1 activating molecule SRT‐1720. This shows that the age‐related heterochromatin defects act upstream of retrotransposon activation. Our working model (Figure S9) is therefore that due to external damage (from exposure to stressors, such as toxins and radiation) and erosion with time, heterochromatin modified histones are lost from chromatin and replaced by non‐modified nucleosomes. This process may be enhanced by the inability of the oocyte to replenish its heterochromatin due to the elongated cell cycle arrest past the S phase, when heterochromatin re‐enforcement normally occurs (He et al., 2017; Jahn et al., 2018). Another possible contributor to heterochromatin loss may be changes of histone loading and unloading dynamics. These possible contributions should be addressed in future experiments. Heterochromatin loss with time leads to a cascade of molecular events that eventually lead to a transcriptional de‐regulation. Silencing of wide genomic domains is eventually lost, and L1 retrotransposon RNA is transcribed. This in turn causes an elevation in DNA damage, and a decrease in oocyte maturation ability. This elevation in L1 retrotransposon activity with age in oocytes could have survived in evolution in order to serve as a selection mechanism to eliminate non‐functional oocytes from the oocyte pool. A similar mechanism has been previously suggested to occur during fetal oocyte attrition (Malki et al., 2014; Tharp et al., 2020). We thus hypothesize that heterochromatin loss serves as an oocyte associated quality assurance mechanism—only allowing the maturation of oocytes that have not sustained high levels of DNA damage.

## 4 MATERIALS AND METHODS

### 4.1 Animals

RCC‐C57BL/6JHsd female mice were used for the experiment. For the young group, we used 7‐11‐week‐old mice, and for the old group we used 8–10 month‐old mice. The experiment was approved by the institutional ethics committee, approval number: MD‐19‐15938‐3. For more details, see Appendix S1.

### 4.2 Mouse Oocyte In vitro maturation

After Euthanasia, ovaries were collected and dissected in L‐15 medium (011151A) and supplemented with 200 μm IBMX (I7018) to prevent meiotic progression. Prophase I‐arrested oocytes were identified by visualization of the typical germinal vesicle, and collected under a binocular using a Stripper (MD‐MXL3‐STR‐CGR). After collection, oocytes were transferred into α‐MEM medium (22561021) supplemented with IBMX covered with mineral oil (M8410‐1l) to prevent evaporation, for recovery time of 25 min at 37° in a 5% CO2 incubator, and then washed in IBMX free α‐MEM medium to initiate meiosis. The oocytes were incubated in α‐MEM under oil in the incubator for 6 h for prophase I or incubated for 19 h for metaphase II. To assess maturation rates, oocytes were incubated for 19 h after release and then fixed and stained by Hoechst to examine the entry into the second meiotic division. See below amendments for drug treatments.

### 4.3 Mouse oocytes collection for in situ immunofluorescence

After Euthanasia, ovaries were collected and dissected in M2 medium (M7167). Oocytes were collected from the pool of 3 animals at least (numbers of each experiment are noted in legends). Prophase I‐arrested oocytes were collected under a binocular using a Stripper and washed in hyaluronidase (H4272‐30MG) to remove granulosa cells and acidic Tyrode's Solution (T1788) to remove the Zona Pellucida. The oocytes were then fixed and stained. For more details, see Appendix S1.

### 4.4 Chromosome spreads and immunofluorescence

Prophase I‐arrested oocytes were collected from ovaries as above and incubated for 6 h to reach the first prophase or for 17 h to reach second meiosis prophase as described above. Matured oocytes were washed in M2 medium and then in acidic Tyrode's Solution to remove the Zona Pellucida. 15 min before the desired time for chromosome spread, oocytes were kept in hypotonic solution, composed of FBS (F7524) diluted in DDW in 1:1 ratio. Oocytes were then spread in spreading solution (1% PFA buffered to 9.2 pH, supplemented with 0.15% Triton X‐100 and 0.03% DDT) on Superfrost plus slides (32090003). To assess ploidy, prophase II spreads were stained with Hoechst to visualize chromatin and CREST to visualize the centromeres, and the imaged chromosome were manually counted.

### 4.5 Mouse ovaries IHF

Ovaries were collected, washed in PBS, and fixed with shaking at 4° for 24 h in 4% PFA. After fixation, the ovaries were kept in 30% sucrose with shaking at 4° overnight. The tissue was kept in Tissue‐Tek OCT Compound (4583) at −80°. Cryosectioning was performed on a Leica CM 1950 Cryostat, and sections were applied on superfrost plus slides. Sections were cultured in PBS containing 1%FBS and 0.1% Triton X‐100 for blocking and stained. For more details, see Appendix S1.

### 4.6 Imaging and quantification

In order to analyze the images quantitatively, a projection of maximum intensity was created. To measure staining intensity, every assessed region was normalized to an equal‐size region in the background (outside the area of interest). The intensity score was generated by dividing the intensity in the area of interest by that of the background. For more details, see Appendix S1.

### 4.7 Small RNA sequencing

~50 oocytes (number was matched between groups in every experiment) from young and old females (each in triplicate) were collected from ovaries as above and dissected in medium M2, and after the granulosa cells and the Zona Pellucida were removed (as mentioned above), the oocytes were inserted into 1 ml of TRIzol (15596026). RNA extraction was done according to the TRIzol reagent user guide, with extraction in 10 µl of nuclease‐free water.

Amplification was performed by the SMARTer^®^ smRNA‐Seq Kit for Illumina^®^‐12 Rxns, TAKARA 635029. Size selection was performed using Agencourt AMPure XP Beads, and sequencing was performed on a NextSeq machine. For more details, see Appendix S1.

### 4.8 Differential expression

Normalization and differential expression analysis were done with the DESeq2 package. Results are detailed in Table S1. Results were corrected for batch effect and further normalized between samples to a control gene expression (Rian (Hatada et al., 2001)). Raw data submitted to GEO under accession GSE159789. Sequencing results appear in Table S1. For more details, see Appendix S1.

### 4.9 qRT‐PCR

After Euthanasia, mouse ovaries were collected as above. 40–60 (number was matched between groups in every experiment) prophase I‐arrested oocytes were collected and washed in hyaluronidase (H4272‐30MG) to remove granulosa cells, and then washed extensively in M2 until all the granulosa cells were removed from the oocytes. Oocytes were transferred to TRIzol (15596026) and chloroform solution for RNA precipitation. Reverse transcription was performed using iScript™ Reverse Transcription Supermix for RT‐qPCR (1708891) according to the manufacturer's recommendations. iTaq™ Universal SYBR^®^ Green Supermix (1725124) was used for amplification reactions. Quantitative PCR measurements were taken using a CFX96 C1000 BioRad machine.

### 4.10 Mouse oocytes western blot

After Euthanasia, ovaries were collected and dissected in L‐15 medium (011151A) supplemented with 200 μm IBMX (I7018) to prevent meiotic progression. 101 prophase I‐arrested oocytes were collected from each and washed in hyaluronidase (H4272‐30MG) to remove granulosa cells, and then washed extensively in L‐15 until all the granulosa cells were removed from the oocytes. The clean oocytes were then washed in PBS until all the culture media was gone, and transferred into RIPA buffer (1%NP‐40, 0.1%SDS, 50 mM Tris, 150 mM NaCl, 0.5% sodium deoxycholate, 1 mM EDTA, 1X cOmplete™ Protease Inhibitor Cocktail 11836145001), and kept on ice. Protein extraction was performed by boiling the lysate in Laemmli buffer (1610747) 335 mM 2‐mercptoethanol. The lysates were fractionated by 10% acrylamide SDS gel under reducing conditions and transferred to a nitrocellulose membrane (Millipore) using a transfer apparatus according to the manufacturer's protocol (Bio‐Rad). Blots were developed with an ECL system according to the manufacturer's protocol (Bio‐Rad). Results were collected using ChemiDoc XRS+System from Bio‐Rad.

### 4.11 Oocyte Electroporation

Ovaries were collected and dissected in L‐15 medium supplemented with 200 μm IBMX to prevent meiotic progression as described above. Prophase I oocytes were washed with acidic Tyrode's Solution, and transferred into EC‐002 electroporation cuvettes containing 100 μl of clean L‐15 medium for the control group and 50–200 ng/ul, lonza pmaxGFP (DMC00054), or the gene expressing plasmids for the experimental group. Electroporation was done in Nepagene NEPA21 electroporator. The electroporated oocytes were washed briefly and then cultured in IBMX supplemented α‐MEM. 24 h after electroporation oocytes were fixed and stained with reported antibodies. CMVp‐SIRT1 plasmid was reported by the Reinberg group (Vaquero et al., 2007), and the CMVp‐EZH2 plasmid was reported by the Sartorelli group (Caretti et al., 2004).

### 4.12 Human oocytes

Human prophase I‐arrested oocytes that were retrieved during IVF treatment were incubated for 24 h before determination that they remained at this state and did not mature to become fully grown MII oocytes. After informed consent was signed (following IRB approval 0020‐16‐SZMC) oocytes were treated by piercing of the Zona Pellucida by the embryologists in order to increase permeability. The oocytes were then fixed in 4% PFA the day after retrieval, for immunofluorescence was performed as described above. For more details, see Appendix S1.

## CONFLICT OF INTEREST

The authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

MK and PWP conceived the project. PWP, RR, and ER performed mouse oocytes experiments. OS, YW, NS, YCH, AW, IBA, and HH contributed to human oocyte experiments and analysis. LZ assisted with data analysis. PWP analyzed all data and built the figures. PWP and MK wrote the manuscript. MK supervised the study and obtained the funding.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

Fig S5 Click here for additional data file.

Fig S6 Click here for additional data file.

Fig S7 Click here for additional data file.

Fig S8 Click here for additional data file.

Fig S9 Click here for additional data file.

Table S1 Click here for additional data file.

Appendix S1 Click here for additional data file.

## Data Availability

All reported original microscopy data are available upon request. Raw sRNA‐seq has been deposited to GEO under accession GSE159789. Sequencing analysis results appear in Table S1.

# Supplementary material for: Loss of heterochromatin and retrotransposon silencing as determinants in oocyte aging
**Source:** Aging Cell. 2022 Feb 15;21(3):e13568. doi: 10.1111/acel.13568
**Supplement:** Supplementary file 11 — Appendix S1

**Detailed experimental procedures:**

Animals: RCC-C57BL/6JHsd female mice were used for the experiment. For the young group we used 7-11 weeks old mice, and for the old group we used 8-10 months old mice. Mice were used after an acclimation period of at least 3 days after shipment. The experiment was approved by the institutional ethics committee, approval number: MD-19-15938-3. All mice were housed at the Hebrew University AAALAC-accredited and NIH-accredited SPF facility.

Mouse Oocyte In-vitro maturation: After Euthanasia, ovaries were collected and dissected in L-15 medium (011151A) and supplemented with 200um IBMX (I7018) to prevent meiotic progression. Prophase I arrested oocytes were identified by visualization of the typical germinal vesicle, and collected under a binocular using a Stripper (MD-MXL3-STR-CGR). After collection, oocytes were transferred into α-MEM medium (22561021) supplemented with IBMX covered with Mineral oil (M8410-1l) to prevent evaporation, for recovery time of 25 min at 37° in a 5% CO2 incubator, and then washed in IBMX free α-MEM medium to initiate meiosis. The oocytes were incubated in α-MEM under oil in the incubator for 6 hours for prophase I or incubated for 19 hours for metaphase II. To assess maturation rates, oocytes were incubated for 19 hours after release and then fixed and stained by Hoechst to examine the entry into the second meiotic division. See below amendments for drug treatments.

Mouse oocytes collection for in-situ immunofluorescence: After Euthanasia, ovaries were collected and dissected in M2 medium (M7167). Oocytes were collected from pool of 3 animals at least (numbers of each experiment are noted in legend). Prophase I arrested oocytes were collected under a binocular using a Stripper and washed in hyaluronidase (H4272-30MG) to remove granulosa cells and acidic Tyrode's Solution (T1788) to remove the Zona Pellucida. The oocytes were fixed using PFA 4% (15710) for 20 min, and then quenched in PBS supplemented with 10mM glycine and 1% BSA.

Chromosome spreads and immunofluorescence: Prophase I arrested oocytes were collected from ovaries as above and incubated for 6 hours to reach the first prophase or for 17 hours to reach second meiosis prophase as described above. Matured oocytes were washed in M2 medium and then in acidic Tyrode's Solution to remove the Zona Pellucida. 15 min before the desired time for chromosome spread, oocytes were kept in hypotonic solution, composed of FBS (F7524) diluted in DDW in 1:1 ratio. Oocytes were then spread in spreading solution (1% PFA buffered to 9.2 pH, supplemented with 0.15% Triton X-100 and 0.03% DDT) on Superfrost plus slides (32090003). To assess ploidy, prophase II spreads were stained with Hoechst to visualize chromatin and CREST to visualize the centromeres, and the imaged chromosome were manually counted.

In situ immunofluorescence: Permeabilization was performed using 0.1% Triton X-100. Cells were cultured in PBS contains 5% BSA for blocking, and first and secondary antibodies were diluted in 0.1 Tween 20 (P9416)/PBS containing 5% BSA. The immune-stained cells were mounted in Vectashield (H-1000) mounting medium containing 80 nM of Hoechst (33342), and sealed on a slide using an Imaging spacer (GBL654002).

Mouse ovaries IHF: Ovaries were collected, washed in PBS and fixed with shaking at 4° for 24 hours in 4% PFA. After fixation the ovaries were kept in 30% sucrose with shaking at 4° overnight. The tissue was kept in Tissue-Tek OCT Compound (4583) in -80°. Cryo-sectioning was performed on a Leica CM 1950 Cryostat, and sections were applied on superfrost plus slides. In order to capture most of the oocytes' chromatin, that spans over ~30um in the Z plane per cell, every section was taken in 20um thickness. To avoid having the same oocytes (50-70 um~) in two different sections on the same slide, every slide contained sections that are at least 80µm apart. Before staining, the slides were dried overnight at room temperature, and washed extensively in PBS to remove OCT. Sections were cultured in PBS containing 1%FBS and 0.1% Triton X-100 for blocking. All antibodies were diluted in a concentration of 1:100 in blocking solution. Slides were mounted in Vectashield mounting medium containing 80 nM of Hoechst, and sealed with nail polish.

Antibodies: For heterochromatin staining we used antibodies for H3K9me2 (Abcam, ab1220, working dilution 1:400), H3K27me3 (Abcam, ab205728, 1:100) HP1γ (Abcam, ab227478, 1:50). For euchromatin markers we used antibodies for H3K27ac (Cell signaling, 8173s, 1:100) and H3K4me3 (Cell signaling, 11960s, 1:50). To track retroviral activity and transcription regulation loss we used antibodies for L1-ORF1p (Abcam, ab216324, 1:100), dsRNA (SCICONS,10020200, 1:500) and Dicer (Abcam, ab167444, 1:200). Meiotic Cohesin was stained with an antibody against REC8 (Abcam, ab192241 1:200), and DNA damage was assessed using antibodies against RAD51(Sigma, PC130, 1:200), and γH2Ax (Sigma, 0563625UG, 1:500). GFP expression was measured using anti-GFP antibody (Rockland 600-101-215, 1:250). Centromere visualization was achieved using CREST antibody (INC 15-235-0001, 1:100).
For western blot primary antibodies include; GAPDH (Abcam, ab8245 1:3000), REC8 (Abcam, ab192241, 1:4000), L1-ORF1p (Abcam, ab216324, 1:1000), Dicer (Abcam, ab167444, 1:1000), and Tubulin (T5168 1:4000) Anti-rabbit and anti-mouse horseradish peroxidase-conjugated secondary antibodies were used (Goat Anti-Rabbit IgG H&L (HRP) ab6721 (1:10,000), and Rabbit Anti-Mouse IgG H&L (HRP) ab6728(1:10,000) or Goat Anti-Mouse IgG H&L (HRP) ab97040(1:10,000).

Imaging and quantification: Oocytes were imaged using the Ti-Eclipse Nikon system, with an Andor Zyla nsc05537 camera. Confocal imaging was used when light imaging failed to obtain a clear image, using Yokogawa W1 Spinning Disk on Motorized fluorescent microscope Ti2E, with 2 SCMOS ZYLA cameras or Zeiss LSM710. Every cell was imaged at multiple planes. In order to analyze the images in a quantitatively, a projection of maximum intensity was created. To measure staining intensity, every assessed region was normalized to an equal-size region in the background (outside the area of interest). The intensity score was generated by dividing the intensity in the area of interest by that of the background.

Small RNA sequencing:
RNA extraction and amplification: ~50 oocytes (number was matched between groups in every experiment) from young and old females (each in triplicate) were collected from ovaries as above and dissected in medium M2, and after the granulosa cells and the Zona Pellucida were removed (as mentioned above), the oocytes were inserted into 1 ml of TRIzol (15596026). RNA extraction was done according to the TRIzol reagent user guide, with extraction in 10 µl of nuclease-free water.
Amplification was performed by the SMARTer® smRNA-Seq Kit for Illumina®-12 Rxns, TAKARA 635029. Size selection was performed using Agencourt AMPure XP Beads, by adding 50ul of sample to 100ul of beads solution and eluting the DNA bound to the beads (selecting transcripts below 200 bp). Sequencing was performed at the Ein-Kerem campus interdepartmental equipment park on a NextSeq machine.

Trimming and filtering of raw reads: The NextSeq base-calls files were converted to fastq files using the bcl2fastq program with default parameters (without trimming or filtering applied at this stage). Raw reads (fastq files) were inspected for quality issues with FastQC. Following that, and according to the SMARTer smRNA-Seq library construction protocol, the first 3 bases of R1 reads were discarded (positions for template switching), the reads were quality-trimmed at both ends, poly-G sequences (NextSeq’s no signal), adapter sequences, and poly-A sequences were removed from the 3' end, and finally low quality reads were filtered out. Cutadapt was used for trimming sequences from the end of reads, with parameters that included using a minimal overlap of 1, allowing for read wildcards, and filtering out reads that became shorter than 15 nt. Final filtering by quality was performed using the fastq_quality_filter program of the FASTX package, with a quality threshold of 20 at 90 percent or more of the read's positions.

Alignment and counting: The processed reads were aligned to the mouse transcriptome and genome with TopHat. The genome version was GRCm38, with annotations from Ensembl release 99. Quantification was done with htseq-count.

Differential expression: Normalization and differential expression analysis were done with the DESeq2 package. Results are detailed in Table S1. Results were corrected for batch effect and further normalized between samples to a control gene expression (Rian (Hatada et al., 2001)). 

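Rian is an imprinted noncoding RNA gene. Every value of the 3 young columns is a number of 2 decimals. Every value of the old columns is, within the digits given, a number of 2 decimals multiplied by a constant, 1.53 in the first old library, 1.52 in the second and 0.980 in the third. These constants were found from the digits of the table. The paper's text gives neither the level of Rian nor any factor, so whether the constants are the step to Rian is not known here. The total over repeat types was 946752 ± 210645 in young and 1079487 ± 184017 in old (SD, n = 3 each), and the ratio of the mean totals was 0.865 with the factors undone. The table holds 1 negative value in each young column and 7, 29 and 1 in the old columns. In the region lists, which carry ranks and no counts, no listed region of either age overlaps the gene span of Rian.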

Raw data submitted to GEO under accession GSE159789. Sequencing results appear in supplementary table 1.

qRT-PCR: After Euthanasia, mouse ovaries were collected and dissected in M2 medium (M7167) with 200um IBMX (I7018) to prevent meiotic progression as above. 40 to 60 (number was matched between groups in every experiment) prophase I arrested oocytes were collected and washed in hyaluronidase (H4272-30MG) to remove granulosa cells, and then washed extensively in M2 until all the granulosa cells were removed from the oocytes. Oocytes were transferred to TRIzol (15596026) and Chloroform solution for RNA precipitation, treated with RNAse free DNAse (E0013-1D3) to remove DNA and then RNA was purified by using Ampure beads (A63881). Reverse transcription was performed using iScript™ Reverse Transcription Supermix for RT-qPCR (1708891) according to the manufacturer’s recommendations. iTaq™ Universal SYBR® Green Supermix (1725124) was used for amplification reactions. Quantitive PCR measurements were taken using a CFX96 C1000 BioRad machine.

Mouse oocytes western blot: After Euthanasia, ovaries were collected and dissected in L-15 medium (011151A) supplemented with 200um IBMX (I7018) to prevent meiotic progression. 101 prophase I arrested oocytes were collected from each and washed in hyaluronidase (H4272-30MG) to remove granulosa cells, and then washed extensively in L15 until all the granulosa cells were removed from the oocytes. The clean oocytes were then washed in PBS until all the culture media was gone, and transferred into RIPA buffer (1%NP-40, 0.1%SDS, 50mM Tris, 150mM NaCl, 0.5% Sodium Deoxycholate, 1mM EDTA, 1X cOmplete™ Protease Inhibitor Cocktail 11836145001), and kept on ice. Protein extraction was performed by boiling the lysate in Laemmli buffer (1610747) 335mM 2-mercptoethanol. The lysates were fractionated by 10% acrylamide SDS gel under reducing conditions and transferred to a nitrocellulose membrane (Millipore) using a transfer apparatus according to the manufacturer’s protocol (Bio-Rad). Blots were developed with an ECL system according to the manufacturer’s protocol (Bio-Rad). Results were collected using ChemiDoc XRS+ System from Bio-Rad.

Drug treatments: Ovaries were collected and dissected in L-15 medium supplemented with 200um IBMX to prevent meiotic progression as described above. Prophase I arrested oocytes were collected using a Stripper as described above. After collection, oocytes were transferred to α-MEM medium supplemented with IBMX + the desired drug covered with Mineral oil to prevent evaporation, for 4 hours at 37°in a 5% CO2 incubator (Since Chaetocin and IBMX have a cross reactivity with each other, the pause was not performed in Chaetocin experiments). After the pause, oocytes were washed in IBMX-free α-MEM that contains the drug to initiate meiosis. 19 hours after oocytes were released from IBMX, oocytes were fixed in PFA, permeabilized, and sealed as described above. Chaetocin is a hazarzous substance. For biosafety reasons, Chaetocin supplemented plates and matched controls were placed in a sealed chamber during incubation time. Drugs in use were: Trichostatin A (TSA) T1952, Chaetocin (sc-200893), SRT1720 (biovision 2772) and Zidovudine (AZT) (PHR1292-1G).

Oocyte Electroporation: Ovaries were collected and dissected in L-15 medium supplemented with 200um IBMX to prevent meiotic progression as described above. Prophse I oocytes were washed with acidic Tyrode's Solution, and transferred into EC-002 electroporation cuvettes containing 100ul of clean L-15 medium for the control group and 50-200ng/ul, lonza pmaxGFP (DMC00054) or the gene expressing plasmids for the experimental group. Electroporation was done in Nepagene NEPA21 electroporator. The electroporated oocytes were washed briefly and then cultured in IBMX supplemented α-MEM. 24 hours after electroporation oocytes were fixed and stained with reported antibodies. CMVp-SIRT1 plasmid was reported by the Reinberg group (Vaquero et al., 2007), and the CMVp-EZH2 plasmid was reported by the Sartorelli group (Caretti, Di Padova, Micales, Lyons, & Sartorelli, 2004).

Human in vitro fertilization (IVF) protocols: Patients were treated with one of two protocols for ovarian stimulation determined by their physician. Long agonist protocol started in the luteal phase of the menstrual cycle, or antagonist protocol started on the second day of the menstrual cycle. For the controlled ovarian hyperstimulation in both protocols either recombinant FSH preparation, recombinant FSH and LH or HMG (human menopausal gonadotrophin) were used. Dosage was determined individually for each patient according to BMI and ovarian reserve parameters. Ovarian response was monitored by serial ultrasound examinations and the evaluation of serum E2 levels, then gonadotropin doses adjustment was done as required. Human chorionic gonadotropin (HCG) was administered when at least 3 leading follicles were 17-18 mm in diameter. Oocyte retrieval was performed 36 hours following HCG administration using transvaginal ultrasound guided approach.

Human oocytes: Human prophase I arrested oocytes that were retrieved during IVF treatment were incubated for 24h before determination that they remained at this state and did not mature to become fully grown MII oocytes. After informed consent was signed (following IRB approval 0020-16-SZMC) oocytes were treated by piercing of the Zona Pellucida by the embryologists in order to increase permeability. The oocytes were then fixed in 4% PFA the day after retrieval, for 20min at room temperature and then quenched in PBS supplemented with 10mM glycine and 1% BSA. Immunofluorescence was performed as described above. Analysis was performed separately for prophase I arrested oocytes, recognized by the typical germinal vesicle and dispersed chromatin configuration, and for oocytes which arrested after meiotic resumption, recognized by lack of germinal vesicle and chromatin condensation. Oocytes that entered the second meiotic division, recognized by chromatin division and polar body extrusion were excluded from the data.

REC8 antibody specificity: HCT116 human colon carcinoma cell line cells were maintained in Dulbecco's Modified Eagle's medium (DMEM, Sigma), supplemented with 10% fetal bovine serum (FBS), 1% PenStrep (100 U/mL Penicillin and 100 μg/mL Streptomycin) in a 37 °C incubator (5% CO2). The cell lines were authenticated at the Biomedical Core Facility of the Technion, Haifa, Israel. REC8 tagged with Enhanced Green Fluorescent Protein (EGFP), and EGFP only (vector pEGFP-N1, plasmid no. 170528HM8137-6 from BD Biosciences) were used. The QIAprep® Spin miniprep kit by Qiagen (cat-27104, Germany) was used to extract the plasmid. All cells were transfected 24h after initial plating. Transfections were performed using the PolyJet™ In Vitro DNA Transfection Reagent (cat-SL100688, USA) with a 3:1 (transfection reagent: DNA) ratio. 48h after transfection, adherent cells were lysed using hot sample buffer (10% glycerol, 50 mmol/L Tris-HCl pH 6.8, 20% SDS, and 5% 2-mercaptoethanol), and western blot analysis was carried out. The lysates were fractionated by SDS PAGE (Criterion™ TGX (Tris-Glycine eXtended) Stain-Free™ precast gels, Bio-Rad) under reducing conditions and transferred to nitrocellulose membrane (Millipore) using a transfer apparatus according to the manufacturer’s protocol (Bio-Rad). Blots were developed with an ECL system according to the manufacturer’s protocol (Bio-Rad). Results were collected using ChemiDoc XRS+ System from Bio-Rad.

Statistical analysis: Statistical analysis was performed using Excel, R and GraphPad prism. To compare between means- if N>30 or if a Shapiro Wilk test returned insignificant the analysis was performed using a parametric test (t test for single comparison and one way Anova for group comparison). Otherwise, a non-parametric test was used (Mann Whitney (MW) for single comparison and Kruskal Wallis (KW) for group comparison). To compare the difference between groups in transcript presence, ratio-paired T test was used. To compare proportions, Z test for two proportions was used, when normality of parameters was confirmed either by N>30 or by N*P>5 for each of the compared groups. Correlation was calculated using Person's correlation coefficient, and significance of the calculated R was determined using F test.

How the deposited data were processed for this re-analysis (not part of the article)

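Small RNA sequencing of pools of 50 mouse oocytes from young and old females was analysed from 2 region lists, 1 per age, and from the paper's Table S1. The labels name 10 samples, 5 per age. The authors trimmed the reads with Cutadapt, filtered them by quality, aligned them with TopHat to GRCm38 with Ensembl release 99 annotation, counted them with htseq-count and normalized with DESeq2. The score in the deposited lists falls in even steps from 1000 to 1 and was read as the authors' rank of each region within its list. The lists hold no counts, so the depth of the libraries is unknown, no count test was possible, and the planned ratios of window counts and shares of counts were not computed. Shares of regions are given in their place. The values of Table S1 are counts that the authors normalized, corrected for batch and, by the paper's methods, scaled to Rian. Table S1 was held in full, with 1056 repeat types.

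Regions were compared by identical 1 kb windows, and regions as listed by an overlap of at least 1 base. They were annotated with the GENCODE and RefSeq gene annotations of GRCm38, in the order mitochondrial genome, rRNA gene, tRNA gene, other small RNA gene, protein-coding exon, exon of another gene type, intron and intergenic. Soft-masked bases were counted in the RefSeq sequence with samtools 1.23.1 indexing, and 10000 random 1 kb windows without undetermined bases served as a background. Shares have exact Clopper-Pearson 95% intervals. A region is the unit of these intervals, and their width reflects the number of regions and not sequencing depth.

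For Table S1, the ratio per type is the mean over 3 old libraries divided by the mean over 3 young libraries. limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) was run on log2(value + 1) with negative values set to 0, over all types and without a block. It was tested on simulated data of 1056 types with 200 changed by 2 on the log2 scale. There it recovered 90.0% of the changed types, and 4.26% of its calls were false. The simulated noise was normal, with the variances of the fit and no floor at 0. Recovery was not tested for smaller changes, fewer changed types or values at the floor, so it gives no assurance for these. Name groups were summed per library and tested with exact two-sided permutation tests. The groups follow the names of the repeat types, since the table has no family column. The name groups, the tests and the alternatives for Table S1 were set before the region lists were examined but after the table's values, its counts past 2-fold and its median ratio had been seen, so they are not blind to those values. Other analyses used Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

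The regions and types named were chosen by a rule written before the lists were examined, with ranks taking the place of the counts it named: the 5 highest regions of each list, genes the paper names (Rian, Dicer1, Sirt1, Ezh2 and Rec8; another is not reported here) where a listed region overlaps them, the 20 types of Fig. 5a, types called by limma, the type with the largest values, and the L1 and IAP name groups. The rule's windows with the largest and smallest ratio of counts could not be had. No listed region overlapped any of the genes given here. Other regions and types named, MER21B, GSAT_MM and the let-7 genes among them, were chosen after their values were seen. Lists of 12 oocyte and 12 granulosa marker genes were written before they were compared with the regions. Alternatives covered the overlap that counts as shared, the mitochondrial genome, the highest region, the scaling of the columns, each library left out, a filter on low values, the pseudocount and a replicate block. The samples could not be assigned to sequencing batches. The immunostaining, qRT-PCR and human oocyte experiments were not analysed here.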

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

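The list length tests for the let-7 regions and for protein-coding exons were chosen after ranks of these regions had been seen, while the test of granulosa marker genes was set out before its result was known. Both patterns rest on 1 region list per age.

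Genes of the let-7 microRNA family, which the paper does not discuss, were in listed regions of old and in none of young. The old list held 10 of the 11 annotated let-7 genes, in 7 regions. The first was on chromosome 15 from 85706001 to 85708000 (Mirlet7b and Mirlet7c-2, rank 256) and the second on chromosome 13 from 48536001 to 48539000 (Mirlet7a-1, Mirlet7d and Mirlet7f-1, rank 322). A longer list from a deeper old library would put such regions past the length of the young list of 560 regions. Their median rank was 480, and 4 of the 7 stood within the first 560 ranks, as did 76 of all 243 regions listed only in old (31.3%). The let-7 regions did not differ from the others in this (Fisher's exact test, two-sided, p = 0.209), so with 7 regions list length cannot be told apart from other sources. RNA from granulosa cells is a candidate source. Of 12 granulosa marker genes, 0 had an exon in a listed region of old, but of 12 oocyte marker genes only 3 did (Gdf9, Oosp1 and H1foo) and in young none of either list, and no gene is on both lists; mRNA markers are thus too rarely listed here to decide and this source cannot be told apart. Reads shared between near-identical let-7 copies could list several regions from few RNA species, which was not tested. Over all microRNA genes, 21 of the 64 regions in old were found only in old, close to the 31.4% for all old regions. A difference with age stays open and has no replicate here.

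Protein-coding exons, outside the repeats the paper discusses, made up 63 of the 243 regions listed only in old (25.9%, interval 20.5% to 31.9%) and 5 of the 25 listed only in young (20.0%, interval 6.83% to 40.7%); the intervals overlap. In the first 560 ranks of the old list, as many as the young list holds, 8.41% of regions were protein-coding exons, within the interval of the young share (6.70% to 11.6%). The excess thus sits in the lower ranks of the old list, which is consistent with a longer list from a deeper library. A difference with age was not tested with replicates and stays open.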

How the results depend on the processing

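The alternatives with the upper part of the ranks (the first 50% of each list), with whole regions and with regions counted as 1 kb windows were chosen after seeing the data; the others were set before the region lists were examined but after the values of Table S1 had been seen. Of 244 alternative values, 194 were within the margin set for no change, 32 moved and 18 reversed. The cause was not tested unless stated. Alternatives that need counts (a minimum of 1000 counts, other scalings of window counts, merging windows) were not run, since the lists hold ranks.

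With windows that overlap or touch, 72.2% of old windows were listed in young, against 68.5%. In this upper part of the ranks, 99.0% of young and 88.5% of old windows were shared. The tRNA share there was 22.1% in young and 32.6% in old, while over all ranks it was higher in young (24.1% against 21.4%). The protein-coding exon share in the upper part was 5.71% in young and 5.68% in old, and 18.9% of young and 14.0% of old regions were at least 50% soft-masked. With shared regions alone, the tRNA share in old was 25.2% and the protein-coding exon share 8.47%; counted in 1 kb windows the latter was 11.5%. Of 50 alternatives for the other class shares, 10 moved.

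In Table S1, undoing the factor of the old columns gave 213 lower types against 127. It reversed the ratios of IAP names (0.825), LTR names (0.876), non-LTR names (0.788) and rRNA names (0.861). As the factors mostly raise the old values, a fall of these ratios was fixed in advance. With the factor undone, the split of types past 2-fold was 14.5% higher, against 27.8% as in the table. This split was 17.6% with equal totals and 35.3% with median-ratio scaling. Equal totals reversed IAP (0.965), non-LTR (0.914) and rRNA names (0.988), and median-ratio scaling reversed DNA transposon names (1.02) and simple repeats (1.00). The median ratio over types was 0.680, 0.782 and 0.978 under these 3 scalings, against 0.890. Median-ratio scaling itself draws this median towards 1, so the value of 0.978 decides nothing about it. With types of a mean of at least 10, 10 types were higher and 21 lower, of 636 types, as fewer types were counted. limma then called 2 higher, and 1 with median-ratio scaling.

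Across the 6 fits that each left out one library, higher types ranged from 48 to 73, lower types from 80 to 185, limma calls from 0 to 4 higher and from 0 to 6 lower (both highest without the first old library), and the median ratio from 0.823 to 1.07 (above 1 without the second young library). The ratio ranged from 0.946 to 1.30 for IAP (below 1 without the first young or the first old library), 0.925 to 1.21 for non-LTR (below 1 without the first young, the third young or the first old library), 1.04 to 1.36 for LTR, 0.748 to 0.968 for L1 and Lx, 1.02 to 1.31 for rRNA, 1.13 to 1.60 for small RNA gene, 0.831 to 1.10 for DNA transposon and 0.808 to 1.11 for simple repeat names (both above 1 without the second young library, and simple repeats at 1.01 without the third old library). The LTR ratio was above 1 with each library left out, with equal totals and with median-ratio scaling, and below 1 with the factor undone.

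Deviations of same-numbered libraries from the mean of their age correlated at -0.645, -0.644 and -0.273. The values were already corrected for batch, which can itself change these correlations. They thus cannot tell whether the replicate numbers pair the samples. With the replicate block limma called 0 types higher and 0 lower (8 and 11 at an unadjusted p under 0.05), and the block permutation gave p = 0.75 for the median ratio of 0.890, where 0.25 is the smallest p the 3 pairs allow. The number of regions limits the precision of shares, and with 3 libraries per age no permutation p can be under 0.1.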

Differences from the paper's values

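The shares of repeat types within 2-fold, over 2-fold higher and over 2-fold lower were within the margin set for differences. The boxes of Fig. 5b, read by eye, were not. The first bar of Fig. 5a runs to the end of its axis and gives only a lower bound.

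For all repeats, the box of the old to young ratio, whose top was taken as the highest ratio of a type, reaches about 28 in Fig. 5b, while the highest ratio of a type in Table S1 was 44.5. Of the alternatives set before the region lists were examined but after the values of Table S1 had been seen, undoing the factor of the old columns (30.2), scaling to the same total (31.9), and leaving out the first, the second or the third young library or the second old library brought the values within the 1.5-fold margin for differences, with a gap left. Median-ratio scaling, the filter on low means, setting negative values to 0, and leaving out the first or the third old library did not. For LTR, the box reaches about 26 in Fig. 5b and the highest ratio among LTR names was 15.5; leaving out the first (21.5) or second (23.2) old library brought it within that margin, and the other alternatives did not. For non-LTR retrotransposons, the box reaches about 29 in Fig. 5b and the highest ratio among such names was 12.9; leaving out the first or second old library (19.3 each) narrowed the gap to just within that margin, and the other alternatives did not. For rRNA, the box reaches about 2.5 in Fig. 5b and the highest ratio among the 3 rRNA names was 1.30; none of these alternatives closed the gap. Groups were formed here by name, since Table S1 has no family column.

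The bars of Fig. 5a, read by eye after Table S1 had been seen, lie within 0.2 of the difference of the mean normalized counts for 19 of its 20 types. On that scale the bar of ORR1E-int runs to the end of the axis, at about 10 in Fig. 5a, read by eye, while its difference was 517 in Table S1. The bar may be cut by the axis, so its reading is a lower bound and the values need not differ. The difference of ORR1E-int also lay past the axis under each of these alternatives.

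The paper states that transcripts of genomic repeats and retrotransposons were elevated in old oocytes. In the values of Table S1, without its factor undone, the median old to young ratio over repeat types was 0.890 (exact permutation p = 0.8), the ratio of summed values was 1.16 for LTR names (exact permutation p = 0.4) and 1.02 for non-LTR names (exact permutation p = 0.8), and 38.2% of the types had a ratio above 1. With median-ratio scaling the ratio was 1.27 for LTR names (exact permutation p = 0.1, the smallest possible) and 1.13 for non-LTR names (exact permutation p = 0.2). Without the second young library the median over types was 1.07 (exact permutation p = 0.7) and the ratio for non-LTR names 1.21 (exact permutation p = 0.1).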

Other observations

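The tests of list length, of soft-masked sequence, of GC content, of low counts and of the factor on the old columns were chosen only after the patterns were seen; the test of fragment length and the counts of other splits were set out before their results were known. The types and regions named below, apart from those of Fig. 5a, were chosen after their values were seen.

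Regions with a tRNA gene stood higher in the old list. Re-ranked within the 498 regions with identical ends, the 121 tRNA regions rose by a median of 50 places, while the 173 regions with another small RNA gene had a median change of -16 and the 49 rRNA regions of 1. The 56 intergenic regions also rose, by a median of 32 places, with 39 of 56 placed higher in old. Several of these lie on chromosome 6 between 47659001 and 47764000, beside a region with the Rn4.5s gene. They rose together by 42 to 69 places and may not be independent. Whether the rise extends beyond RNA genes thus stays open. In 10000 draws of regions without a tRNA gene matched on GC content, the highest median rise was 14. GC content was taken over whole regions, with a median of 45.2% for tRNA regions and 45.9% for the others. It was not measured for the RNA itself, so this test cannot exclude GC content as the cause. Longer RNA fragments in old would raise other genes of the same length too, but the 47 regions whose small RNA genes are all 60 to 100 bases long had a median change of -45, with 9 of 47 placed higher. Both libraries are single, so a difference with age or between libraries stays open. The paper's Fig. 5b reports no elevation of tRNA, on another measure.

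Regions listed only in old stood mostly below the shared regions of that list: in 91.1% of pairs the shared region was placed higher, which is consistent with a longer list from a deeper library. Of the 25 regions listed only in young, 3 stood within the first 280 ranks of the young list. A longer old list would add regions to old and gives no reason for these 3 to be missing from it, so their number cannot test list length. A change in order between the lists stays open, and rank 452 of the old list, not analysed here, might hold 1 of these 3 regions. They lie on chromosome 4 from 129255001 to 129256000 (rank 143, an intron of C77080), chromosome 13 from 107893001 to 107894000 (rank 146, intergenic) and chromosome X from 101606001 to 101607000 (rank 151, intergenic). A second hypothesis was that repeat-derived RNA adds the regions listed only in old. Their number with at least 50% soft-masked bases, 34 of 243, stood at percentile 81.1 of 10000 draws from the old list matched on rank (median 31, central 95% from 25 to 37). These draws largely return the same regions at low ranks, since 167 of the 215 regions past rank 560 are listed only in old. Within the first 560 ranks, 11 of 76 regions listed only in old (14.5%, interval 7.45% to 24.4%) and 63 of 483 shared regions (interval 10.2% to 16.4%) were soft-masked to this extent. No enrichment was detectable, and the regions are too few to exclude one.

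In Table S1, the types past 2-fold may come in part from counting noise at low counts: 82.4% of the 176 types past 2-fold had a mean under 10, against 39.8% of all types. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave at least 176 types past 2-fold, the real one included, and the numbers ran from 72 to 181. With limma, the real split gave 0 calls in each direction, so that 10 of the 10 splits necessarily gave at least as many higher calls and 10 of the 10 at least as many lower calls, which carries no information; 1 split gave any call. At an unadjusted p under 0.05 the real split gave 67 types, and 5 of the 10 splits gave at least as many. With 10 splits no share can be under 0.1.

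More types were lower than higher in old, 72.2% of those past 2-fold. Without the second young library this excess was small, with 72 types higher and 81 lower. Leaving out the second old library also narrowed it, to 50 higher and 80 lower, as did median-ratio scaling, to 54 and 99. It widened with equal column totals (35 higher and 164 lower) and without the first old library (48 and 185). With the factor on the old columns undone the lower types made up 85.5%, but as the factors mostly raise the old values, this outcome was fixed in advance and decides nothing about the factor.

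GSAT_MM, the mouse major satellite, which lies in the pericentric heterochromatin, had 133 ± 54.9 normalized counts in young and 24.8 ± 25.7 in old (SD, n = 3 each), a ratio of 0.186, or 0.169 with the factor undone. Every old library was below every young one, as in 98 of the 1056 types, while 32 types had every old library above every young one, together 12.3% where chance gives 10%. Its limma adjusted p was 0.775. No explanation of this value was tested.

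The paper reports higher L1 and IAP RNA in old oocytes by qRT-PCR, a different assay on other pools. In the small RNA values of Table S1, the ratio for L1 and Lx names was 0.821, or 0.630 with the factor undone, and for IAP names it was 1.09, or 0.825 with the factor undone.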
